# Genomic analysis of *Xenopus *organizer function

**DOI:** 10.1186/1471-213X-6-27

**Published:** 2006-06-06

**Authors:** Andrew L Hufton, Arunachalam Vinayagam, Sándor Suhai, Julie C Baker

## Abstract

**Background:**

Studies of the *Xenopus *organizer have laid the foundation for our understanding of the conserved signaling pathways that pattern vertebrate embryos during gastrulation. The two primary activities of the organizer, BMP and Wnt inhibition, can regulate a spectrum of genes that pattern essentially all aspects of the embryo during gastrulation. As our knowledge of organizer signaling grows, it is imperative that we begin knitting together our gene-level knowledge into genome-level signaling models. The goal of this paper was to identify complete lists of genes regulated by different aspects of organizer signaling, thereby providing a deeper understanding of the genomic mechanisms that underlie these complex and fundamental signaling events.

**Results:**

To this end, we ectopically overexpress Noggin and Dkk-1, inhibitors of the BMP and Wnt pathways, respectively, within ventral tissues. After isolating embryonic ventral halves at early and late gastrulation, we analyze the transcriptional response to these molecules within the generated ectopic organizers using oligonucleotide microarrays. An efficient statistical analysis scheme, combined with a new Gene Ontology biological process annotation of the *Xenopus *genome, allows reliable and faithful clustering of molecules based upon their roles during gastrulation. From this data, we identify new organizer-related expression patterns for 19 genes. Moreover, our data sub-divides organizer genes into separate head and trunk organizing groups, which each show distinct responses to Noggin and Dkk-1 activity during gastrulation.

**Conclusion:**

Our data provides a genomic view of the cohorts of genes that respond to Noggin and Dkk-1 activity, allowing us to separate the role of each in organizer function. These patterns demonstrate a model where BMP inhibition plays a largely inductive role during early developmental stages, thereby initiating the suites of genes needed to pattern dorsal tissues. Meanwhile, Wnt inhibition acts later during gastrulation, and is essential for maintenance of organizer gene expression throughout gastrulation, a role which may depend on its ability to block the expression of a host of ventral, posterior, and lateral fate-specifying factors.

## Background

The organizer is the primary patterning center during early vertebrate gastrulation. As might be expected for a tissue with such capabilities, the organizer is complex. Studies in multiple species, including frogs and mice, have shown that the organizer has distinct regions that induce head and trunk, and these abilities decisively change as development proceeds. At the molecular level, the organizer's inductive properties are mediated by factors that inhibit the BMP, Wnt, and Nodal signaling pathways. BMP inhibitors, including the secreted molecule Noggin, can induce a partial secondary axis that lacks a head and notochord. However, BMP inhibition alone cannot sustain the expression of most organizer genes past late gastrula without the addition of Wnt inhibitors, such as Dkk-1 [1]. Furthermore, Wnt inhibitors alone cannot induce secondary structures, but when combined with Noggin can induce a complete secondary axis, including properly patterned head and trunk tissues. Therefore, inhibition of both pathways generates the complete spectrum of molecules required for total organizer function and maintenance, illustrating that regional differences in organizer activity are created by the mixes of inhibitors present and active within particular regions (reviewed in [2-4]).

Research has identified a host of genes that, under the control of the organizer, pattern different aspects of the embryo during gastrulation. As these studies collectively build an ever more complicated tangle of genetic interactions, it is imperative that we begin knitting together our gene-level knowledge into genome-level signaling models. A global analysis can identify comprehensive sets of genes that respond to different aspects of organizer signals i.e. head versus trunk, thus giving us a complete toolbox in which to study the molecular mechanisms regulating organizer function within different contexts and through developmental time. Mapping these genome-level patterns of organizer regulation will allow us to fill-out the current models of gastrula patterning with a greater degree of detail. With these goals in mind, microarray experiments hold particular promise.

Several *Xenopus *microarray-based experiments have been published in recent years as genomic tools have become available. A series of papers have used two-condition comparisons to identify genes up- or down-regulated by a particular process, starting with the cDNA arrays produced by the Brivanlou lab [5,6] and recently using the more comprehensive cDNA arrays developed in the Cho and Ueno labs [7-10]. These methods have been effective in producing new lists of candidate genes, and in two cases have been used to identify genes with new overexpression or morpholino knockdown phenotypes [6,10]. In addition to this two-condition design, studies in other organisms have shown that microarray experiments that employ multiple conditions can be used to cluster genes based on their expression patterns across the samples, and that within these clusters, genes of common function will often group together [11]. This method has been applied fruitfully to the study of specific events in the early development of invertebrates. Some notable examples include the *Drosophila *studies of dorsal-ventral patterning [12] and mesoderm formation [13], where in each case the microarray data was able to subdivide genes based on their roles in these processes. In fact, this type of analysis has recently been applied to the *Xenopus *model; thirty-seven different tissue types were profiled using cDNA arrays creating a broad view of gene expression across development [14]. The resulting cluster data successfully grouped genes with common molecular functions and identified many new tissue specific genes. Moreover, a study by Wessely et al. used an innovative macroarray technique to describe the suites of genes that underlie organizer formation prior to gastrulation, suggesting that genomic methods do have much to offer to early developmental studies [15].

In this paper, we present a genomic view of the signaling processes that underlie certain aspects of organizer function during gastrulation. To this end, we simulated either trunk or head organizer induction by expressing Noggin and/or Dkk-1 within the ventral mesoderm and subsequently analyzed these tissues with oligonucleotide arrays. From this data, we identify genes whose expression levels respond to organizer signaling and then cluster these genes based on their pattern of response. By combining these cluster results with a new GO biological process annotation of the *Xenopus *genome, we are able to rapidly identify clusters that are highly enriched for known gastrula patterning genes. These patterns accurately predict the expression patterns of unknown genes within the clusters: of 19 genes that show a specific pattern during gastrulation, all show organizer enrichment or exclusion in accord with our cluster predictions. Moreover, the cluster patterns allow us to make biological conclusions about the genomic mechanisms that underlie organizer signaling, shedding new light on the divisions between the head and trunk organizer programs.

## Results and discussion

### Creating ectopic organizers with separate functions using Noggin and Dkk-1

In order to describe and separate the genomic expression changes induced by the two main organizing activities, BMP inhibition and Wnt inhibition, we ectopically overexpressed one or both of these activities in ventral mesoderm, and compared these samples to endogenous dorsal and ventral mesoderm at early and late gastrula stages. Two well-studied organizer secreted factors, Noggin [16] and Dkk-1 [17], were used to ectopically inhibit BMP and Wnt signaling, respectively. Four different mixtures were injected ventrally into 4-cell embryos: *noggin *and *eGFP *(anti-BMP); *noggin*, *dkk-1*, and *eGFP *(anti-BMP and anti-Wnt); *dkk-1 *and *eGFP *(anti-Wnt); and *eGFP *alone (Figure 1B). *eGFP *mRNA was used to trace targeting. Plasmid DNA was used for both Noggin and Dkk-1 to ensure that these molecules were only expressed after the start of zygotic transcription (mid-blastula transition), thereby mimicking the endogenous regulation of these genes. The ventrally injected embryos were grown to early stage 10, sorted for appropriately targeted eGFP florescence, and then bisected between the dorsal and ventral halves at either stage 10 (early gastrula) or stage 11.5 (late gastrula) (Figure 1A). For the *noggin *and/or *dkk-1 *injected embryos, only the ventral halves of the embryos were saved, eliminating endogenous organizer tissues. For the embryos injected with only *eGFP*, both the ventral and dorsal halves were saved, creating separate ventral (**Ven**) and dorsal (**Dor**) samples. These five conditions (Figure 1C) were each generated twice at both stage 10 (early gastrula) and 11.5 (late gastrula), creating twenty total tissue samples (Table 1). For each batch of injections, remaining sorted embryos were allowed to develop through tailbud stages in order to validate the phenotypes induced by our constructs (Table 1). Total RNA was then isolated from the twenty tissue samples and hybridized to Affymetrix oligonucleotide arrays (see methods).

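Each of the 20 samples, made from 10 dissected embryo pieces, was measured on 1 Affymetrix *X. laevis* Genome Array. Every condition had 2 arrays at stage 10, from clutches 1 and 2, and 2 arrays at stage 11.5, from clutches 3 and 4, so a comparison of the stages is also a comparison of clutches. The injected amounts per embryo were 20 pg of *noggin* plasmid in **Nog**, 50 pg of *dkk-1* plasmid in **Dkk** and 70 pg of plasmid in **Nog+Dkk**, with 250 pg of *eGFP* mRNA in every mixture. The authors' deposited values are RMA intensities (background corrected, quantile normalized and summarized per probe set) on a linear scale. They ran from 4.67 to 16895.2 and were log2 transformed here, after which the median of an array lay between 6.65 and 6.90. The arrays carry 15611 probe sets, of which 120 control probe sets were left out and 15491 tested. Each condition was compared with stage-matched **Ven** in limma, in 1 fit of 10 groups with the clutch as a block. P-values were adjusted over all probe sets of a comparison (Benjamini-Hochberg), with a threshold of 0.1. Log2 changes are means of 2 clutches unless stated, and SE is limma's standard error. Where 1 clutch is left out, each group of that stage keeps 1 array. The spread is then taken from the other stage, with 4 residual degrees of freedom. A call lost or gained there can reflect this and need not mean a different change. Rank products (RP) were computed on the clutch-matched pairs, with a false detection rate (FDR) from the exact distribution of the product of 2 ranks.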

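The transcripts of both injected genes were measured by 1 probe set each. *Dkk-1*, a secreted Wnt antagonist, rose on the log2 scale by 2.08 (SE 0.328, adjusted p = 0.00468) in **Nog+Dkk** and by 2.27 (adjusted p = 0.00612) in **Dkk** at stage 10. At stage 11.5 it rose by 2.30 (adjusted p = 9.85e-04) and 2.10 (adjusted p = 0.00919), and its change in **Nog** was -0.13 and -0.22 at the 2 stages. *Noggin*, a secreted BMP antagonist, rose in **Nog** by 0.60 (SE 0.115, adjusted p = 0.0589) at stage 10 and by 0.63 (adjusted p = 0.00522) at stage 11.5. In **Nog+Dkk** its change was 0.47 (adjusted p = 0.203) at stage 10 and 0.75 (adjusted p = 0.00151) at stage 11.5, and in **Dkk** it was 0.01 and 0.31. The **Dor** tissue, which holds the endogenous organizer, had *noggin* higher by 2.94 and 2.14 and *dkk-1* higher by 2.05 and 1.78 (highest adjusted p = 0.00485). With 1 clutch left out, the stage 10 calls of *dkk-1*, and of *noggin* in **Nog**, were lost whichever clutch it was (*dkk-1* in **Dkk** 2.85 without clutch 1 and 1.68 without clutch 2; *noggin* 0.55 and 0.65). *Noggin* in **Nog** at stage 11.5 was 0.46 without clutch 3 and was no longer called. The stage 10 **Nog+Dkk** and **Dkk** arrays taken as clutch 2 carry 2 labels, clutch 2 in the title and clutch 1 among the characteristics; they were taken as clutch 2 because each batch of 5 samples came from 1 clutch.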

**Figure 1:**
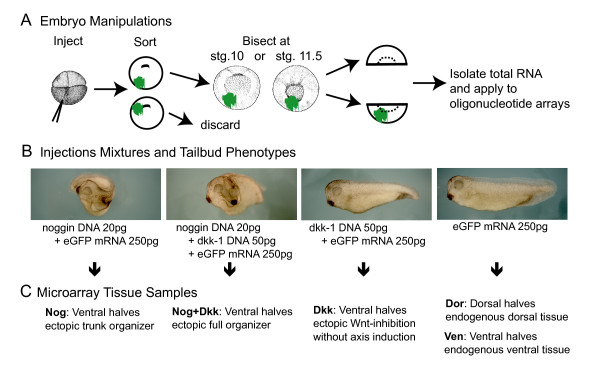
**Generating tissue samples with different aspects of organizer activity**. (A) shows an overview of injection and embryo sorting procedure used to produce samples for microarray analysis. (B) shows the four injection mixtures below their respective tailbud phenotypes. Embryos ventrally injected with these mixtures were bisected at either stg. 10 or stg. 11.5 to produce the tissue conditions in (C).

**Table 1:** Secondary axis phenotypes are improved by sorting for proper targeting

**Clutch**	**Stage**	**Sample**	**Branched NT**	**Normal**
1	10	Nog	17 (100%)	0
1	10	Nog+Dkk	9 (100%)	0
1	10	Dkk	0 (0%)	11
1	10	eGFP Con.	0 (0%)	19

2	10	Nog	16 (100%)	0
2	10	Nog+Dkk	12 (100%)	0
2	10	Dkk	0 (0%)	11
2	10	eGFP Con.	0 (0%)	14

3	11.5	Nog	19 (100%)	0
3	11.5	Nog+Dkk	13 (100%)	0
3	11.5	Dkk	0 (0%)	15
3	11.5	eGFP Con.	0 (0%)	13

4	11.5	Nog	16 (94%)	1
4	11.5	Nog+Dkk	22 (100%)	0
4	11.5	Dkk	0 (0%)	16
4	11.5	eGFP Con.	0 (0%)	15

Sorted embryos assayed at late neurula for the presence of a branched neural tube (NT).

In order to maximize our ability to detect organizer-related expression changes in the microarray data, it was essential that we appropriately control for other sources of biological variability. First, all samples within each replicate were generated from a single clutch of embryos, thereby controlling for genetic heterogeneity in *Xenopus laevis *laboratory populations, which creates observable molecular and morphological differences between clutches. Arima *et al*., using a similar approach, greatly reduced their false detection rate compared to earlier experiments that pooled several clutches in each sample [7]. Second, we reduced variability caused by phenotypic penetrance differences by pre-selecting embryos that showed proper injection targeting. Phenotypic penetrance variation was a concern since both *noggin *and combinations of *noggin *and *dkk-1 *have previously been observed to induce secondary axes in about 50% of ventrally injected embryos [17]. We tested whether this low penetrance could be improved by ensuring accurate targeting to the ventral mesoderm. To this end, we coinjected our constructs with *eGFP *and selected only embryos that contained eGFP fluorescence within the ventral mesoderm at early stage 10. In these sorted embryos, Noggin and Noggin+Dkk-1 were able to induce secondary axes in nearly all the eGFP-sorted embryos (Table 1). Therefore, this sorting protocol (Figure 1A) was used on all the batches generated for microarray analysis and eliminates the concern of phenotypic variability in response to the injected molecules.

These manipulations produce five different tissue conditions, at two gastrula stages, that each contain functionally distinct organizing capabilities (Figure 1 B&C). Ventral mesoderm expressing Noggin (**Nog**) is sufficient to induce secondary trunk tissues. Ventral mesoderm expressing both Noggin and Dkk-1 (**Nog+Dkk**) is sufficient to induce a full secondary axis, including a properly patterned ectopic head. Ventral mesoderm expressing Dkk-1 (**Dkk**) cannot induce any ectopic tissues. Endogenous dorsal tissues (**Dor**) include full organizer capabilities, while endogenous ventral tissue (**Ven**) is used as a baseline control sample throughout the microarray analysis. These samples are designed to contain much informational redundancy in that many gastrula patterning genes should respond to more than one of these conditions. For example, head inducing genes are likely to be up-regulated in both **Nog+Dkk **and **Dor **conditions, when compared to the **Ven **condition. Furthermore, all conditions were collected at both stage 10 and 11.5, bolstering our power to detect organizer-regulated genes, and allowing us to compare early and late responses to organizer signaling.

### Reliable differences in genomic transcription observed in response to Noggin and Dkk-1

To visualize the extent to which each of our experimental treatments induced changes in the population of genes on the array, we used scatter plots and regression analysis. Figure 2A and 2B show comparisons of the averaged stage 10 **Nog+Dkk **or **Dor **samples, versus the averaged stage 10 **Ven **samples (scatter plots for the remaining conditions are shown in Additional file 1 A–F). The majority of the 15,491 probe sets show highly similar expression levels. Nonetheless, there are clearly differentially expressed genes in both comparisons, which in these cases are weighted towards genes that are overexpressed in the **Nog+Dkk **or **Dor **samples. Moreover, there is a greater spread in the **Dor **vs **Ven **plot, which is not surprising since these samples are from distinct endogenous sources. 

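In **Nog+Dkk** at stage 10, 23 of 15491 probe sets had a mean at least 2-fold above **Ven** and 0 at least 2-fold below. In **Dor** these counts were 37 and 10. The gene with the largest rise in **Dor** was *chordin*, a secreted BMP antagonist of the organizer, at 4.58 (SE 0.235, adjusted p = 9.79e-10) on the log2 scale. It rose by 1.21 (adjusted p = 0.0355) in **Nog+Dkk**, a call that was lost without either clutch (1.77 without clutch 1, 0.65 without clutch 2). The Wnt receptor gene *fzd8.S* rose by 2.43 (SE 0.193, adjusted p = 4.19e-07) in **Dor**, beside 0.32 (adjusted p = 0.998) in **Nog+Dkk**. In **Nog+Dkk**, *ccng1.L*, which encodes cyclin G1, rose by 1.84 (SE 0.178, adjusted p = 2.18e-05), beside -0.21 (adjusted p = 1.00) in **Dor**, and the forkhead gene *foxi1.L* rose by 1.55 (SE 0.169, adjusted p = 1.16e-04). Without clutch 2 the latter was 1.30 and was not called. At a limit of 1.5-fold the counts above and below **Ven** were 57 and 3 in **Nog+Dkk** and 79 and 37 in **Dor**. These fold counts are descriptive and rest on means of 2 arrays.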

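Several genes of the ventral and epidermal side were lower in **Dor** at stage 10. *Ventx1.1.L*, a homeobox gene of ventral fate, fell by 1.39 on the log2 scale (SE 0.171, adjusted p = 1.22e-04), and *bambi.L*, a BMP pseudoreceptor gene expressed with BMP4, fell by 1.25 (SE 0.228, adjusted p = 0.00829). *Dlx3.S*, a homeobox gene of non-neural ectoderm, changed by -1.10 (SE 0.204, adjusted p = 0.00979). In **Nog+Dkk** the changes of these genes were -0.23, -0.11 and 0.29, and none was called. Without clutch 2 the *bambi.L* call in **Dor** was lost (-1.02). The standard deviation of the log2 difference from **Ven** over all probe sets was 0.175 in **Dor** and 0.145 in **Nog+Dkk**, and 99.3% and 99.6% of probe sets lay within 1.5-fold of **Ven**. When the 2 conditions were compared with each other, 74 probe sets were higher in **Nog+Dkk** and 41 were higher in **Dor** (limma, adjusted p under 0.1). The difference in spread itself was not tested.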

Figure 2C shows a summary of the R-squared values, a regression measure of the correlation between each condition and its stage-matched **Ven **condition. 

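Over 15491 probe sets at stage 10, R-squared with **Ven** was 0.996 for **Dkk**, 0.995 for **Nog** and for **Nog+Dkk**, and 0.992 for **Dor**. Within single clutches **Dkk** had 0.992 and 0.993, and the other conditions lay between 0.987 and 0.992. At stage 11.5 the values were 0.994 for **Dkk**, 0.989 for **Nog+Dkk** and for **Dor**, and 0.988 for **Nog**. Single clutches gave 0.989 and 0.991 for **Dkk** and 0.979 to 0.989 for the others. In each clutch **Dkk** lay closest to its **Ven** array. Some genes changed in **Dkk** all the same. *Plk2.S*, a polo-like kinase gene, rose at stage 10 by 0.85 (SE 0.128, adjusted p = 0.00834) on the log2 scale, beside 1.00 (adjusted p = 0.00116) in **Nog** and 1.04 (adjusted p = 5.36e-04) in **Nog+Dkk**. The **Dkk** and **Nog** calls of this gene were lost without clutch 1 (1.06 and 1.00) and without clutch 2 (0.65 and 1.00). The **Nog** change was the same in both clutches, so its lost call reflects the smaller number of arrays. R-squared is a description across probe sets, which are not independent replicates, and carries no test.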

The three conditions that contain axis inducing capabilities (**Nog**, **Nog+Dkk**, **Dor**) show more variation from **Ven **than the **Dkk **conditions, which cannot induce axial tissues. Moreover, the stage 11.5 samples, which have had more time for change to occur, show consistently greater divergence from their stage-matched **Ven **samples than the stage 10 samples. Together these results confirm that organizer signaling differences are driving detectable changes in gene expression within the samples.

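At stage 11.5 the number of probe sets at least 1.5-fold above and below **Ven** was 236 and 54 in **Nog**, 181 and 82 in **Nog+Dkk**, 45 and 58 in **Dkk**, and 153 and 112 in **Dor**. At stage 10 **Nog** had 32 and 1, and **Dkk** had 20 and 1. The largest rise in **Nog** at stage 11.5 was in *slbp.L*, whose product binds the stem loop of histone mRNAs, at 1.74 (SE 0.169, adjusted p = 9.78e-05). Its change in **Nog** at stage 10 was 0.12 (adjusted p = 0.831). *Nup153.L*, a nucleoporin gene, rose by 1.28 (SE 0.206, adjusted p = 0.00366) and *tyk2.L*, a Janus kinase gene, by 1.17 (SE 0.184, adjusted p = 0.00314) at stage 11.5. The change at the later stage differed from that at the earlier one for 241 probe sets in **Nog**, 22 in **Nog+Dkk**, 2 in **Dkk** and 81 in **Dor** (limma, adjusted p under 0.1). These counts changed with 1 clutch left out, where the spread is taken from the other stage, so clutch and spread cannot be told apart. Without 1 clutch of either stage they ran from 0 to 1191, 2 to 272, 0 to 46 and 7 to 146. The stages come from different clutches, so stage and clutch cannot be told apart in this comparison. From the scatter plots and R-squared values, the paper concludes that differences in organizer signaling drive detectable expression changes in the samples.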

**Figure 2:**
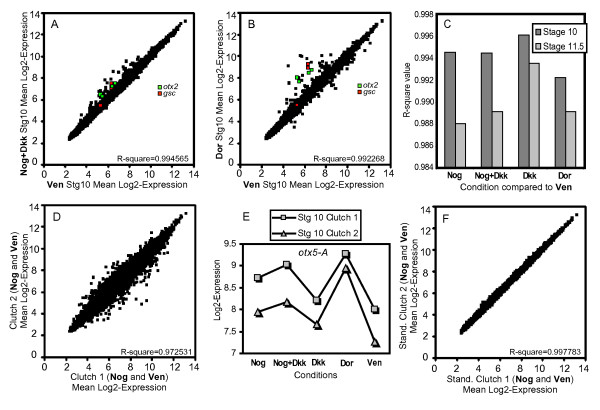
**Expression variation among the samples**. (A) and (B) show scatter plot comparisons of the mean **Nog+Dkk **or **Dor **stg. 10 log_2 _expression values vs the mean stg. 10 **Ven **log_2_expression values. Probe sets measuring two known organizer genes, *otx2 *(green) and *gsc *(red), are labeled within the plots (*otx2 *probe sets: Xl.1268.1.S1_at, Xl.3004.1.A1_at, Xl.11672.1.A1_at, and XlAffx.1.11.S1_at; *gsc *probe sets: Xl.801.1.A1_at, Xl.801.1.S1_at, and Xl.801.1.S1_s_at). (C) R-square regression value summaries for each experimental condition compared to the stage-matched ventral condition. (D) Scatter plot comparison of the mean **Nog **and **Ven **clutch-1 log_2 _expression values vs. the mean **Nog **and **Ven **clutch-2 log_2 _expression values. Note that the clutch variation clearly exceeds differences between the experimental conditions (A-C). Contributing to this variation, many genes show a shift in the average expression between the two clutches, but retain a similar pattern in response to the experimental conditions. As an example, log_2 _expression values for *otx5-A *(Xl.3452.1.A1_at) are shown in (E). After standardizing the average log_2 _expression of both clutches, on a gene-by-gene basis, the comparison from (D) was repeated in (F), eliminating most clutch variation.

To further assess our ability to detect organizer-induced expression changes, we marked probes that correspond to two well-known organizer genes, *otx2 *[18,19] and *goosecoid *(*gsc*) [20], within the previous scatter plots (Figure 2 A&B). Both of these genes are present more than once on the array, thereby also providing a sampling of the consistency among different probe sets. 

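*Otx2*, a homeobox gene of anterior tissue, had 4 probe sets. In **Dor** at stage 10 they rose by 2.04 to 2.71 on the log2 scale (SE 0.168 to 0.197, highest adjusted p = 3.38e-06). In **Nog+Dkk** 3 of the 4 were called, a probe set without a symbol at 1.17 (adjusted p = 0.00808), the first probe set of otx2.L at 0.79 (adjusted p = 0.0728) and the second of otx2.L at 0.80 (adjusted p = 0.0995). The fourth, of the homeolog otx2.S, had 0.81 (adjusted p = 0.188). *Goosecoid*, a homeobox gene of the organizer, had 3 probe sets that the paper counts and 1 of the homeolog gsc.S. In **Dor** the S1_at probe set rose by 2.92 (SE 0.183, adjusted p = 1.29e-08) and the S1_s_at probe set by 2.57 (SE 0.208, adjusted p = 4.77e-07), while the A1_at probe set had 0.17 (adjusted p = 1.00); gsc.S rose by 2.53 (adjusted p = 2.02e-09). In **Nog+Dkk** these had 1.15 (adjusted p = 0.00476), 0.80 (adjusted p = 0.280), 0.14 (adjusted p = 0.998) and 0.42 (adjusted p = 0.702). The rise of S1_at was smaller in **Nog+Dkk** than in **Dor** by a log2 difference of -1.77 (SE 0.183, adjusted p = 1.92e-05). The **Nog+Dkk** calls rested on clutch 2. Without it the 3 called *otx2* probe sets had 0.49, 0.48 and 0.31 and *goosecoid* 0.70, and none passed. Without clutch 1 the call of the second otx2.L probe set was lost as well (1.10). Probe sets of 1 gene on these arrays are not independent replicates.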

All of the four *otx2 *probes and two of the three *gsc *probes appear to be up-regulated in both the **Nog+Dkk **and the **Dor **samples, as expected. However, in the **Nog+Dkk **plot these inductions appear relatively subtle, highlighting the need for solid statistical methods to select genes that are genuinely altered.

Because of our initial concerns about population heterogeneity in *Xenopus laevis*, we also analyzed the variation between the different clutches used to generate our replicates. To visualize this variation we averaged together the stage 10 **Nog **and **Ven **samples from clutch 1 and compared them by scatter plot to the similarly averaged samples from clutch 2 (Figure 2D), effectively reducing experimentally induced variation, while leaving clutch specific variation (single array comparisons are also shown in Additional file 1 G–I). Clearly, the differences between the clutches exceed the differences between the experimental conditions. However, when we look at the expression patterns of single genes (Figure 2E), we see that both clutches show a similar pattern of expression across the five samples, while the basal level of expression differs between the two clutches. This clutch to clutch shift can be observed in the expression of many genes, however the magnitude and direction of the shift is different for each gene, suggesting that this is not merely an array to array normalization problem. 

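Averaged over the 5 conditions at stage 10, *gapdh.L*, a glycolytic enzyme gene, was higher in clutch 2 than in clutch 1 by 2.10 (SE 0.0664, adjusted p = 1.28e-13) on the log2 scale, and *hmox1.L*, which encodes heme oxygenase 1, by 2.52 (SE 0.0986, adjusted p = 1.53e-12). *Tek.S*, a receptor tyrosine kinase gene, was lower in clutch 2, with a difference of -2.84 (SE 0.0732, adjusted p = 5.81e-15). In all, 173 probe sets were at least 2-fold higher and 71 at least 2-fold lower in clutch 2. In limma the clutch term was called for 4095 probe sets higher and 3044 lower in clutch 2. R-squared between the clutches, from the means of **Nog** and **Ven**, was 0.973, below each R-squared of a condition with **Ven** at this stage. Between single arrays of the same condition from the 2 clutches it was 0.966 to 0.970.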

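*Otx5-A*, a homeobox gene of the otx family related to the photoreceptor gene *crx*, was read by an A1_at probe set (symbol crx.S). Its log2 intensity in clutch 1 was 7.26 in **Ven**, 7.66 in **Dkk**, 7.95 in **Nog**, 8.18 in **Nog+Dkk** and 8.96 in **Dor**, 1 array each. In clutch 2 the values, in the same order, were 8.00, 8.22, 8.72, 9.03 and 9.28. Both clutches therefore ranked the 5 conditions alike, and the mean difference of clutch 2 from clutch 1 was 0.65 (SE 0.0803, adjusted p = 3.88e-06) from limma's clutch term. The rise over **Ven** was 0.70 (adjusted p = 0.0391) in **Nog**, 0.97 (adjusted p = 7.68e-04) in **Nog+Dkk** and 1.49 (adjusted p = 8.67e-07) in **Dor** (SE 0.127). With only 1 clutch the **Nog** value was 0.72 without clutch 1 and 0.69 without clutch 2, and the **Nog+Dkk** value 1.03 and 0.92; none of these was called. Cyclic loess normalization ended the **Nog** call too.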

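The shift between clutches differed from gene to gene at stage 10. *Actb.L*, a cytoskeletal actin gene, was higher in clutch 2 by 0.22, 1.04 and 1.08 on the log2 scale in its 3 probe sets (highest adjusted p = 0.0254), and the ribosomal protein gene *rpl8.S* by 0.96 (SE 0.0627, adjusted p = 1.24e-09). *Eef1a1.S*, a translation elongation factor gene, had differences of -0.07 (adjusted p = 0.417) and -0.45 (adjusted p = 4.74e-04) in its 2 probe sets, and *odc1.L*, which encodes ornithine decarboxylase, had -0.07 (adjusted p = 0.414), -0.18 (adjusted p = 0.0213) and -0.25 (adjusted p = 0.00275) in its 3. After each probe set's mean over the 5 conditions was set equal in both clutches, R-squared between the clutch means of **Nog** and **Ven** was 0.998. The standard deviation of the difference between the clutches fell from 0.333 to 0.0937, which removed 92.1% of its variance. Part of this follows from the step itself, since the **Nog** and **Ven** arrays are 2 of the 5 conditions that set the mean.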

If we subtract out these differences in basal expression, by standardizing the average expression for each gene between the two clutches, we find that these basal shifts explain the majority of the clutch to clutch variation (Figure 2F). 

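At stage 11.5 the shifts concerned partly other genes. *Satpb.L* was lower in clutch 4 than in clutch 3 by a difference of -2.26 (SE 0.130, adjusted p = 4.12e-10) on the log2 scale and the mitochondrial transporter gene *sfxn2.S* by one of -2.41 (SE 0.125, adjusted p = 1.10e-10), while *gapdh.L* had 0.11 (SE 0.0664, adjusted p = 0.200). *Rps13.L*, a ribosomal protein gene, was higher in clutch 2 at stage 10 (0.75) and lower in clutch 4 at stage 11.5, at -0.44 (SE 0.0693, adjusted p = 6.10e-05). Of all probe sets, 84 were at least 2-fold higher and 114 at least 2-fold lower in clutch 4, and limma's clutch term was called for 3488 and 3463. R-squared between clutches 3 and 4 was 0.975 before and 0.998 after standardization, which removed 91.6% of the variance of the difference.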

Similar patterns were observed in the stage 11.5 data (data not shown). While these clutch differences are striking, organizer signaling induced variation can be easily filtered away from the clutch variation. Replicate averaging removed this source of variation from the scatter plot comparisons between the experimental samples (Figure 2 A&B), and statistical tests can now be conducted by making direct comparisons only between clutch matched samples.

### A successful three-step method that enriches for organizer-related molecules

One of the goals of this study was to functionally subdivide – on a genomic level – genes that are regulated by different aspects of organizer signaling. To this end, we employed a three step computational process to ensure solid statistical analysis and to group genes into clusters that share similar roles during gastrulation.

First, to select genes altered by organizer signaling we used the rank products (RP) method [21]. For each comparison between an experimental sample and its clutch-matched **Ven **control, this method ranks genes by their log-ratio expression difference. Then, the rank numbers from the two replicate sample pairs are multiplied together, producing a 'rank product' score for each gene. From this rank product, a permutation based false detection rate (FDR) can be calculated. This method only makes direct comparisons between clutch-matched samples, eliminating concerns about clutch variation. Moreover, since significance calculations are based on ranks and not absolute values, the method does not assume normality. Up- and down-regulated genes are tested for separately, creating a total of eight statistical tests. Table 2 summarizes the number of genes that passes each test at a 10% FDR. 

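At 10% FDR, RP gave 25 up-regulated and 0 down-regulated probe sets in **Nog**, 49 and 4 in **Nog+Dkk**, 20 and 0 in **Dkk**, and 95 and 55 in **Dor** at stage 10. At stage 11.5 the counts were 62 and 10, 47 and 35, 25 and 45, and 109 and 80. *Ccng1.L* led the stage 10 rises of **Nog** beside the apelin receptor genes, at 1.56 (SE 0.178, adjusted p = 3.47e-04) on the log2 scale; without clutch 1 it was 1.61 and without clutch 2 1.52, and neither was called. *Admp.S*, an organizer gene of the BMP family, was higher in **Dor** at both stages, by 2.39 (SE 0.215, adjusted p = 1.85e-06) and 2.64 (adjusted p = 5.17e-07). *Gbx2.2.L*, a homeobox gene of the posterior neural plate, fell most in **Dkk** at stage 11.5, by 1.68 (SE 0.255, adjusted p = 0.00919).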

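By limma at stage 10, 18 probe sets were up-regulated and 2 down-regulated in **Nog**, 39 and 3 in **Nog+Dkk**, 7 and 0 in **Dkk**, and 78 and 28 in **Dor**. At stage 11.5 limma called 643 and 685, 412 and 300, 30 and 39, and 233 and 207. With each stage fitted alone the stage 11.5 totals were 589, 272, 0 and 278, so that no call in **Dkk** remained. RP gave no down-regulated probe set in **Nog** and **Dkk** at stage 10. There limma called 2 and 0, with 829 and 259 of 15491 probe sets lower at an unadjusted p under 0.05. With no change at all, a share of 0.05 would pass by chance, higher and lower together. Both methods shared 16, 38, 7 and 100 calls at stage 10 and 72, 82, 42 and 186 at stage 11.5. Without the clutch block limma's totals were 0, 0, 0 and 32 at stage 10 and 0, 12, 0 and 65 at stage 11.5. With 1 clutch left out they were 1 to 3, 12 to 13, 0 to 3 and 34 to 58 at stage 10. At stage 11.5 they were 1251 without clutch 3 or 449 without clutch 4 in **Nog+Dkk**, 79 to 142 in **Dkk** and 207 to 479 in **Dor**, against 1276 to 1389 in **Nog**. Without the 2 stage 10 arrays that carry conflicting clutch labels, an alternative chosen after the data were seen, the totals were 12 in **Nog**, 24 in **Nog+Dkk** and 2 in **Dkk**.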

For further analysis, we selected all genes that were significantly altered by overexpression of Noggin and/or Dkk-1, creating a broad list of genes that are likely to be involved in gastrula patterning. At 10% FDR, 188 probe sets are identified that are up- or down-regulated in the **Nog**, **Nog+Dkk**, or **Dkk **conditions, when compared to **Ven**, at either stage 10 or 11.5 (Additional file 2).

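RP at 10% FDR gave 193 probe sets for the 3 injected conditions, of which 187 are in Additional file 2. Of the 193, 129 were up-regulated, 63 down-regulated and 1 both. Genes outside Additional file 2 included *hes7.1.L*, a Hairy/Enhancer of split repressor gene, which fell in **Nog** at stage 11.5 by 0.92 on the log2 scale (SE 0.196, adjusted p = 0.0114, RP FDR 4.37%). *Dapl1.S* fell in the same samples by 0.84 (SE 0.173, adjusted p = 0.0102, RP FDR 9.81%). *Tbx6.L*, a T-box gene of paraxial mesoderm, is in Additional file 2 and had a lowest FDR of 0.104 here; in limma it fell in **Nog+Dkk** at stage 11.5 by 0.73 (adjusted p = 0.0285). Limma called 1665 probe sets in the same 3 conditions, and 169 of these are in Additional file 2. The list was selected on these arrays, so their values are not independent evidence for its members.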

**Table 2:** Probe sets declared altered vs Ven by RP test at 10% FDR

Condition	Stage	Increased	Decreased
**Nog**	10	25	0
**Nog+Dkk**	10	47	4
**Dkk**	10	19	0
**Dor**	10	95	54

**Nog**	11.5	62	10
**Nog+Dkk**	11.5	46	34
**Dkk**	11.5	25	47
**Dor**	11.5	109	80

Second, hierarchical clustering was performed on this list of 188 probe sets. Replicates were averaged before clustering, and stage 10 and stage 11.5 samples were standardized separately so that the clustering was driven by expression differences between the sample conditions, not the stages. An overview of the entire cluster is shown in Figures 3; Additional file 2 lists the probe set names and their relevant annotations in the same order as the clustergram, allowing referencing to the specific gene identities. The results of the RP method tests at the 10% FDR level are summarized next to the clustergram; a key in Figure 3 explains the colors used to denote these results. By definition each gene has at least one positive test in the first three columns, but many genes passed more than one test. The clustering of these genes divides them into approximately four main groups, with each showing a distinctive pattern of RP test results (Figure 3). 

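Of the 119 probe sets in clusters 1 to 3 of Figure 3, 118 had a mean change above **Ven** over the 6 comparisons of **Nog**, **Nog+Dkk** and **Dkk** (median 0.48 on the log2 scale). Of the 60 in cluster 4, 53 had a mean below **Ven** (median -0.37), and 9 probe sets lay outside the 4 clusters. Cluster 1, with *ccng1.L* and *foxi1.L*, had at stage 10 medians of 0.72 in **Nog**, 1.04 in **Nog+Dkk**, 0.63 in **Dkk** and 0.07 in **Dor**. Limma called 9, 19, 4 and 0 of its 22 probe sets up there. Cluster 2, with *slbp.L* and *nup153.L*, had all 56 probe sets called up in **Nog** at stage 11.5 by limma and by RP (median 1.02). In **Nog+Dkk**, **Dkk** and **Dor** at stage 11.5, limma called 50, 9 and 5 of these. Cluster 3 had stage 10 medians of 0.37, 0.72, 0.13 and 1.29, with 4, 15, 1 and 29 of 41 called up by limma. Cluster 4 had stage 11.5 medians of -0.18 in **Nog**, -0.90 in **Nog+Dkk**, -0.74 in **Dkk** and -0.85 in **Dor**, with 15, 42, 27 and 42 of 60 called down. The clusters were chosen on these arrays and are not independent evidence of the direction.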

The first three groups, containing 119 of the 188 probe sets, are composed of genes that are generally up-regulated compared to **Ven**, while the last group contains the genes that are generally down-regulated compared to **Ven**.

**Figure 3:**
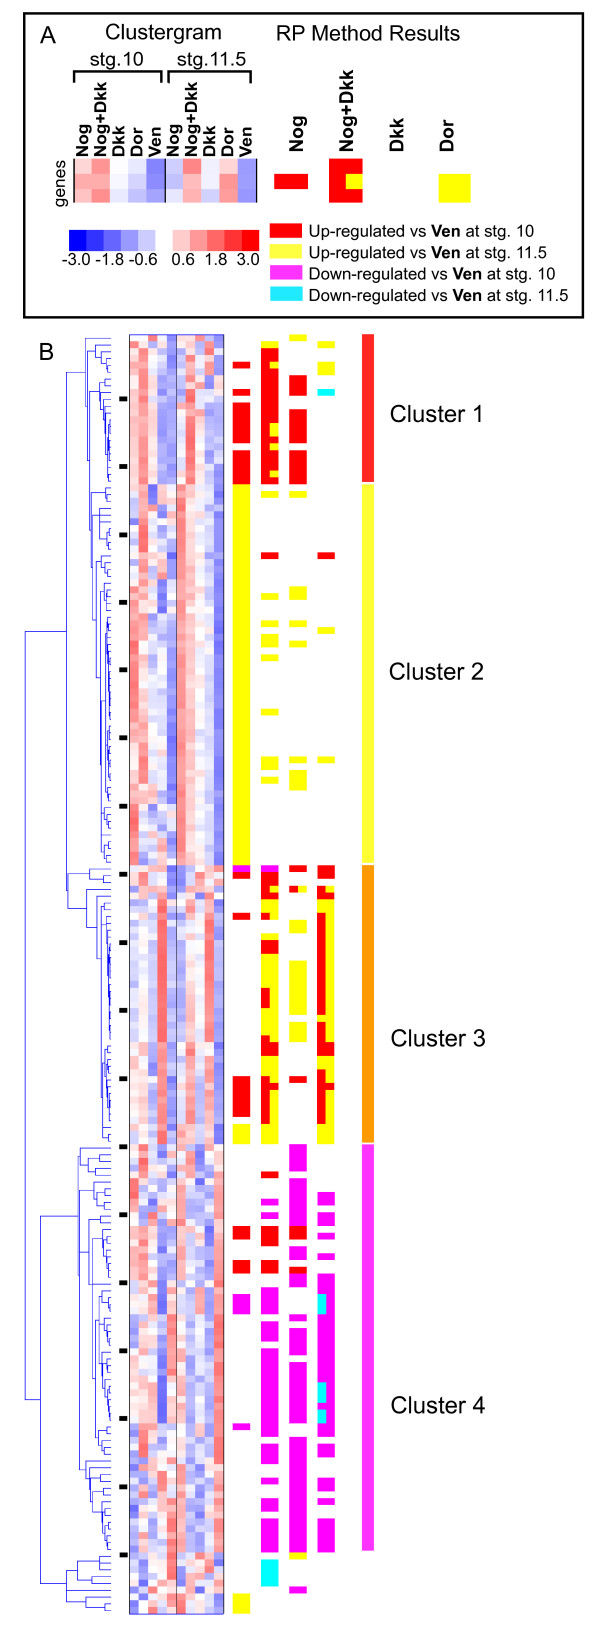
**Clustering genes regulated by organizer signaling**. (A) Key to the hierarchical cluster format used throughout the paper. The clustergram shows the standardized expression intensity for the ten experimental conditions, after replicates have been averaged. To the right of the clustergram, the RP method results at 10% FDR are summarized in four columns representing the comparisons of **Nog, Nog+Dkk**, **Dkk**, or **Dor **to **Ven**. The colors found in the row for each gene represent the tests passed by that gene. Two colors in one column indicate that a gene passed the column's test at both stages. (B) Hierarchical cluster of all the selected genes. The far right shows the hierarchical cluster tree, followed by the clustergram, then RP results. Black ticks between the cluster tree and the clustergram mark every tenth gene, allowing referencing to Additional file 2 for the gene identities. The list break into four main clusters, labeled with red, yellow, orange, and magenta bars. Expanded views of clusters 3 and 4 can be found in Figures 4 and 5, respectively.

Third, in order to rapidly screen the identified clusters for possible enrichments of developmental processes, we developed a machine annotation method to adopt Biological Process GO annotations from other annotated genomes (see methods). Each of the four main groups from the cluster was then tested for statistically significant enrichments of Biological Process terms (<p = 0.05 after multiple test correction) as compared to the population of genes on the array using the EASE method [22]. The first two clusters show no significant enrichments, while clusters 3 is enriched for 35 terms and cluster 4 is enriched for 27 terms. The top ten terms from each, by p-value, are shown in Table 3. Both clusters share several terms that describe different developmental processes (neurogenesis, morphogenesis, development, organogenesis), and terms related to transcriptional regulation (regulation of transcription from Pol II promoter; regulation of transcription, DNA-dependent; transcription from Pol II promoter). Together these terms indicate strong enrichment for processes involved with development. Moreover, there is a strong correlation in these clusters between the RP test results from the **Nog+Dkk **and the **Dor **conditions, as one would expect from genes that are endogenously relevant to organizer signaling.

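In cluster 3 at stage 11.5, RP called 31 of 41 probe sets in **Nog+Dkk** and 34 in **Dor**, and 30 in both with the same direction. Cluster 4 had 34 and 40 of 60 called, with 32 in both. At stage 10 the shared calls were 20 in cluster 3 and 0 in cluster 4. Over the 101 probe sets of both clusters the log2 changes of the 2 conditions had r = 0.638 at stage 10 and 0.920 at stage 11.5. Both conditions share the **Ven** arrays, and simulated groups with no effect gave r = 0.495, with a covariance of 0.0209 beside 0.371 and 1.30 here. Pairing **Nog+Dkk** of 1 clutch with **Dor** of the other, each against its own **Ven**, gave 0.345 and 0.749 at stage 10 and 0.839 and 0.886 at stage 11.5. Over all probe sets r was 0.454 at stage 10, beside 0.500 simulated, and 0.725 at stage 11.5. RP shared 33 up-regulated probe sets at stage 11.5, against 0.331 for independent lists and 0.19 in the simulation, and 32 down-regulated, against 0.181 and 0.15. The simulated lists were not matched in size to these, so their overlap does not show what shared **Ven** arrays give lists of this size. The clusters were chosen on these arrays.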

**Table 3:** Enriched biological process GO terms

**Enriched GO Biological Process Term**	**p-value**
**Cluster 1**	
No significant enrichments	
**Cluster 2**	
No significant enrichments	
**Cluster 3**	
neurogenesis	9.37E-05
development	1.03E-04
organogenesis	1.48E-04
regulation of transcription from Pol II promoter	1.49E-04
imaginal disc development	1.79E-04
morphogenesis	1.91E-04
transcription from Pol II promoter	2.99E-04
regulation of transcription, DNA-dependent	5.46E-04
regulation of transcription	6.78E-04
regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolism	7.43E-04
**Cluster 4**	
organogenesis	5.15E-11
morphogenesis	8.04E-11
development	8.59E-11
pattern specification	3.99E-08
neurogenesis	1.24E-07
brain development	2.56E-07
central nervous system development	6.26E-07
regulation of transcription from Pol II promoter	1.96E-06
transcription from Pol II promoter	4.80E-06
regulation of transcription, DNA-dependent	1.04E-05

### Cluster 3 and cluster 4 exclusively contain organizer or ventral-posteriorizing functions, respectively

In order to both verify our GO annotation descriptions and to provide a deeper understanding of the biological processes behind these clusters, we searched the literature for publications relating any of these genes to early development. 

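*Fgfr2.L*, a fibroblast growth factor receptor gene of cluster 1, rose in **Nog+Dkk** at stage 10 by 0.83 (SE 0.179, adjusted p = 0.0798) on the log2 scale. Without clutch 1 it was 0.49 and was not called, and cyclic loess ended the call. In **Nog**, **Dkk** and **Dor** at stage 10 its change was 0.46, 0.46 and 0.13, none called. A second fgfr2.L probe set had 0.56 (adjusted p = 0.363) in **Nog+Dkk** at stage 10, and 0.16, 0.11 and -0.17 in **Nog**, **Dkk** and **Dor**, none called. *Sfrp2.S*, which encodes a secreted Wnt-binding protein, rose at stage 10 by 0.64 (SE 0.115, adjusted p = 0.0391) in **Nog** and 0.64 (adjusted p = 0.0162) in **Nog+Dkk**. These calls were lost without clutch 1 (0.71 and 0.63) and without clutch 2 (0.57 and 0.66). At stage 11.5 it rose by 0.98 (adjusted p = 1.44e-04) in **Nog+Dkk**, 1.22 (adjusted p = 2.87e-06) in **Dor** and 0.50 (adjusted p = 0.0972) in **Dkk**, the last lost without either clutch (0.58 without clutch 3, 0.42 without clutch 4). *Mixer.L*, a homeobox gene of endoderm formation in cluster 2, rose at stage 11.5 by 1.02 (SE 0.190, adjusted p = 0.00599) in **Nog** and 0.65 (adjusted p = 0.0825) in **Nog+Dkk**, with -0.04 in **Dor**. Without clutch 4 the **Nog+Dkk** value was 0.48 and was not called, and cyclic loess ended that call as well. A probe set of the homeolog mixer.S had 0.04 (adjusted p = 0.928) in **Nog** and 0.13 (adjusted p = 0.726) in **Nog+Dkk** at stage 11.5, neither called.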

Fitting the GO predictions, among clusters 1 and 2 we found only a handful of known developmental regulators:*fibroblast growth factor receptor 2 *[38], *secreted frizzled-related sequence protein 2 *(*sfrp2*) [39], and *mix.3 *(*mixer*) [13] (Additional file 2). Furthermore, clusters 3 and 4, which the GO annotations identified as significantly enriched for developmental terms, contain many published developmental regulators. 

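Of 24 organizer genes listed from the literature, 16 rose in **Dor** at stage 10 and 19 at stage 11.5 (18 and 21, and 1 fell at stage 11.5, when adjusted over the list alone), with median log2 changes of 1.17 and 1.36. The list includes the injected genes, *noggin* and *dkk-1*. In **Nog+Dkk** 4 and 14 rose (12 and 16 adjusted over the list alone), and in **Dkk** 1 and 6 (2 and 14), with 1 that fell in each at stage 11.5 over the list alone. Among them, *frzb2.L*, which encodes a secreted Wnt antagonist, rose in its S1_at probe set at stage 11.5 by 2.84 (SE 0.167, adjusted p = 1.01e-08) in **Dor**, 1.10 (adjusted p = 0.00919) in **Dkk** and 0.64 (adjusted p = 0.0498) in **Nog+Dkk**, with 0.16 (adjusted p = 0.657) in **Nog**. Its S2_at probe set had 2.45, 0.52 (adjusted p = 0.0935), 0.18 (adjusted p = 0.456) and -0.36 (adjusted p = 0.0918) in the same order. **Nog** had 1 of the 24 called at stage 10 and 5 at stage 11.5 (5 up and 2 down, then 5 up, adjusted over the list alone), with medians of 0.04 and 0.02. Without the 2 injected genes, an alternative chosen after the data were seen, 3 and 12 of 22 rose in **Nog+Dkk**, 0 and 5 in **Dkk** and 0 and 4 in **Nog**. In camera the list was raised in every condition at both stages, but without the injected genes it was not called in **Nog** (adjusted p = 0.171 and 0.162). With an estimated correlation it was still raised in **Dor** (adjusted p = 1.08e-04 and 4.33e-04) and **Nog+Dkk** (adjusted p = 0.0630 and 0.0103), and in **Dkk** at stage 11.5 (adjusted p = 0.0143), also without the injected genes (highest adjusted p = 0.0943). The **Dkk** call at stage 10 (adjusted p = 0.360 with an estimated correlation) and both **Nog** calls (adjusted p = 0.577 and 0.673) were lost. Of the 24, 11 are in the paper's first list, which was chosen on these arrays. Cluster 3 also holds unnamed sequences, such as 1 that the paper describes as conserved and that rose at stage 11.5 by 1.16 (adjusted p = 9.99e-05) in **Nog+Dkk** and 1.93 (adjusted p = 3.79e-08) in **Dor** (SE 0.127).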

Cluster 3 is densely populated with genes that have known roles in organizer function (Figure 4). Of the 31 unique genes in this cluster, 22 (71%) have described roles in organizer function. Of the 9 remaining genes, only 2 have described roles in early development that are not clearly organizer related, and both of these genes are distinct outliers to the cluster group. Moreover, cluster 4 is largely comprised of genes involved in gastrula and neurula stage patterning of ventral, lateral, and posterior tissues – all tissue types that are repressed by organizer activity (Figure 5). 

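Of 28 genes of posterior patterning, 8 fell and 1 rose in **Nog+Dkk** at stage 11.5 (10 down and 1 up when adjusted over the list alone), 2 fell in **Dkk** (10 adjusted over the list alone) and 12 in **Dor** (13). *Hoxc6.S*, a Hox gene of the trunk, fell in **Nog+Dkk** by 1.19, in **Dkk** by 0.91 and in **Dor** by 0.94 on the log2 scale (SE 0.178, highest adjusted p = 0.0406). Without clutch 3 its **Dkk** value was -0.42 and was not called. *Cdx4.L*, a caudal homeobox gene, fell in **Dor** by 1.08 (adjusted p = 0.0373), and was not called without clutch 3 (-1.27) or clutch 4 (-0.89). Camera placed this list below other genes in the 3 conditions, also with an estimated correlation (adjusted p = 0.0103, 0.0131 and 5.89e-04). Of 15 Wnt target genes, 6 fell and 2 rose in **Nog+Dkk** at stage 11.5 (11 and 2 adjusted over the list alone), 3 fell in **Dkk** (9) and 7 fell and 1 rose in **Dor** (11 and 2). *Kremen2.S*, which encodes a receptor of Dkk proteins, fell by 1.04, 0.84 and 1.13 in these conditions (SE 0.162, highest adjusted p = 0.0371).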

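Of 19 genes of BMP signaling and ventral fate, 7 fell and 1 rose in **Nog+Dkk** at stage 11.5 (11 and 1 when adjusted over the list alone), 9 fell and 1 rose in **Dor** (11 and 1), 4 fell in **Nog** (7 down and 1 up) and 1 in **Dkk** (5 down and 2 up). *Msx2.L*, a homeobox gene downstream of BMP, fell in **Nog+Dkk** by 1.38, in **Dor** by 1.33 and in **Dkk** by 1.01 (SE 0.217, highest adjusted p = 0.0767), with -0.43 in **Nog**. Its **Dkk** call was lost without clutch 3 (-0.63). The gene that rose in **Nog+Dkk** and **Dor** was *bmp2.L*, a BMP ligand gene, by 0.35 and 0.64. Camera called this list in all 4 conditions at stage 11.5. With an estimated correlation only **Dor** kept the call (adjusted p = 0.0660), and **Nog** (adjusted p = 0.673), **Nog+Dkk** (adjusted p = 0.119) and **Dkk** (adjusted p = 0.630) lost it. For the Wnt targets the estimated correlation gave adjusted p = 0.0331 in **Dkk**, 0.0660 in **Dor** and 0.119 in **Nog+Dkk**. Of 13 genes of paraxial mesoderm, 5 fell and 1 rose in **Dor** at stage 11.5 (5 and 1 adjusted over the list alone). *Msgn1.L*, a bHLH gene of presomitic mesoderm, fell in all 4 conditions, by 1.25 in **Dor** and 0.46 in **Nog** (SE 0.141, highest adjusted p = 0.0699). Without clutch 4 it had -0.21 in **Nog** and -0.55 in **Dkk** and was called in neither. Its camera call in **Dor** was lost with an estimated correlation (adjusted p = 0.217).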

Of the 52 unique genes in this cluster, 31 (60%) have a described role in the patterning of these tissues. 27 are known or predicted transcriptional regulators, of which 17 encode homeobox proteins, highlighting the importance of these genes in developmental patterning. This cluster also contains a small sub-cluster of genes with an interesting and unexpected pattern. These genes are induced at stage 10 in the three ectopic organizer conditions,**Nog**, **Nog+Dkk**, and **Dkk**, but are strongly down-regulated in the stage 11.5 **Dor **condition. Within this sub-cluster is the G-protein coupled receptor gene *X-msr (Xangio1)*, a known marker of paraxial mesoderm [23], as well as two unstudied genes encoding a paralogous G-protein coupled receptor (Xl.34.1.S1_at), and a ras-like protein (Xl.13019.1.S1_at), suggesting that perhaps this cluster contains components of an unknown signaling process. 

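*X-msr* (symbol aplnr.L) and *AGTRL1* (aplnr.S) encode 2 apelin receptor paralogs. At stage 10 *X-msr* rose by 1.34 (SE 0.114, adjusted p = 1.26e-05) in **Nog**, 1.62 (adjusted p = 5.95e-07) in **Nog+Dkk** and 1.11 (adjusted p = 2.39e-04) in **Dkk** on the log2 scale, with 0.05 (adjusted p = 1.00) in **Dor**. *AGTRL1* rose by 1.71 (SE 0.167, adjusted p = 5.06e-05), 2.05 (adjusted p = 2.88e-06) and 1.54 (adjusted p = 2.42e-04), with -0.14 (adjusted p = 1.00) in **Dor**. *RASL11B*, a Ras-like small GTPase gene, rose in **Nog+Dkk** by 0.94 (SE 0.177, adjusted p = 0.0272). In **Nog** and **Dkk** it had 0.85 (adjusted p = 0.112) and 0.73 (adjusted p = 0.596) by limma and was called by RP (FDR 1.60% and 1.75%). At stage 11.5 in **Dor**, *RASL11B* fell by 1.08 (adjusted p = 0.00134, RP FDR 1.54%), *X-msr* by 0.47 (adjusted p = 0.0393, RP FDR 39.4%), and *AGTRL1* had -0.37 (adjusted p = 0.417, RP FDR 54.4%). The stage 10 rises of **Nog+Dkk** exceeded the **Dor** changes by 1.57 (adjusted p = 1.46e-07), 2.20 (adjusted p = 2.45e-07) and 1.05 (adjusted p = 0.00421). Without clutch 1 *X-msr* in **Nog** was 1.21, without clutch 2 it was 1.02 and *AGTRL1* 1.03 in **Dkk**, and these calls were lost. So were *RASL11B* in **Nog+Dkk** (0.68 without clutch 1, 1.19 without clutch 2) and *X-msr* in **Dor** at stage 11.5 (-0.60 without clutch 3, -0.33 without clutch 4). From these genes the paper proposes that the sub-cluster may hold components of an unknown signaling process.

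**Figure D1:**
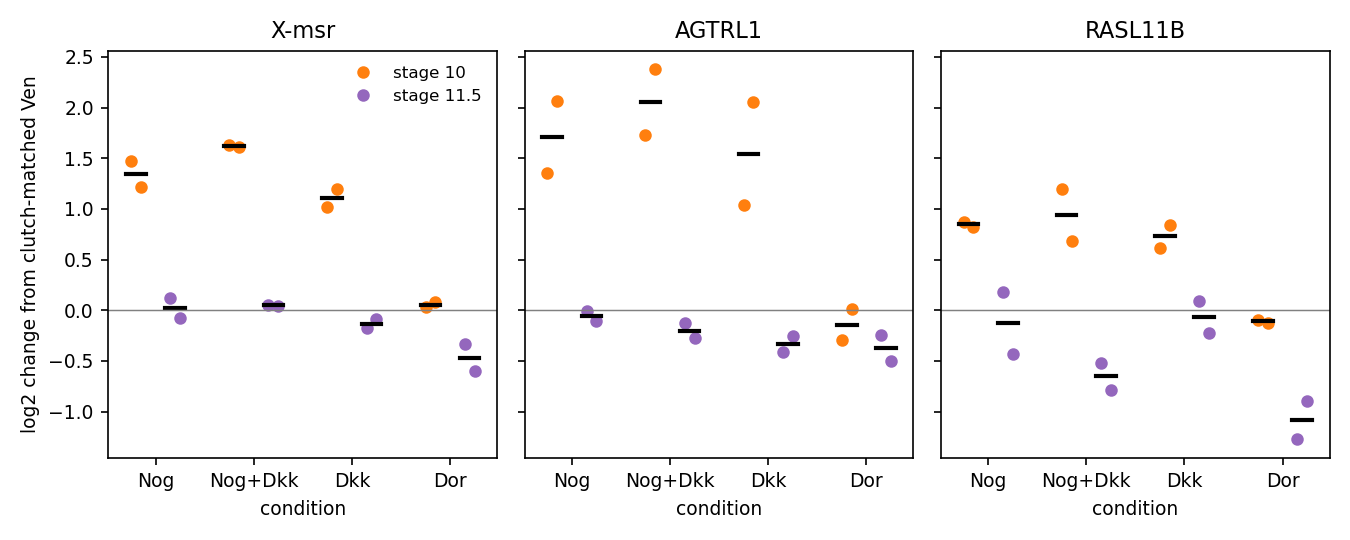
Log2 change from clutch-matched **Ven** of *X-msr*, *AGTRL1* and *RASL11B* (1 panel each) in **Nog**, **Nog+Dkk**, **Dkk** and **Dor**; points are single clutches, black lines the mean of 2, orange stage 10 and purple stage 11.5. At stage 10 *AGTRL1* has means of 1.71, 2.05 and 1.54 in the injected conditions and -0.14 in **Dor**.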

Overall, a combination of GO annotations and literature validation has revealed two clusters of genes within our dataset that represent specific and discrete functions occurring during gastrula: organizer function and dorsal patterning (cluster 3); and ventral, lateral, and posterior patterning (cluster 4).

**Figure 4:**
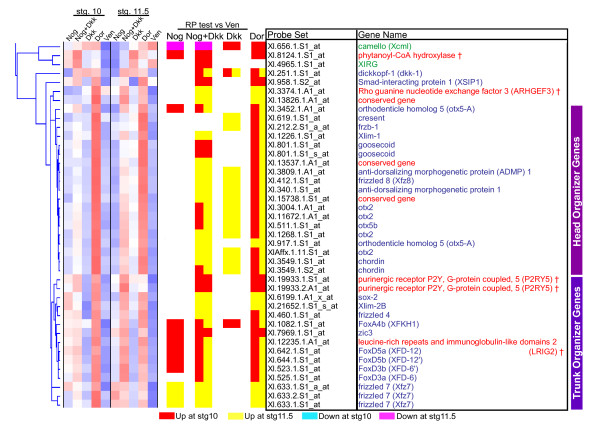
**Cluster 3 is enriched for genes involved in organizer function**. This figure shows an enlarged view of all of the genes in cluster 3, from Figure 3. Each row is annotated with the probe set number and matching gene name. Genes with names in blue have a described role in organizer function. Genes with names in red have no described function during gastrula stage development. Genes with names in green have a published role or expression pattern that is not organizer related. † gene name was assigned by protein sequence homology using the NCBI Homologene database.

**Figure 5:**
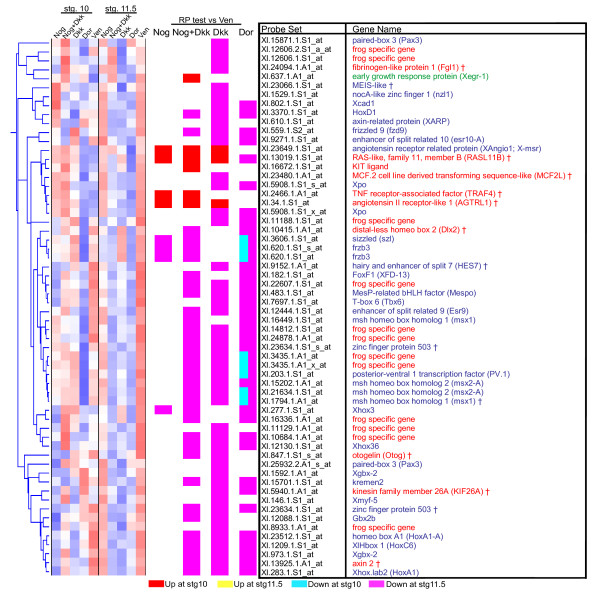
**Cluster 4 is enriched for genes involved in ventral, lateral, and posterior patterning**. This figure shows an enlarged view of all the genes in cluster 4, from Figure 3. Each row is annotated with the probe set number and matching gene name. Genes with names in blue have a described role or specific expression pattern in ventral, lateral, or posterior tissues. Genes with names in red have no described function during gastrula stage development. Genes with names green have a published role or expression pattern that is not ventral, lateral, or posterior related. † gene name was assigned by protein sequence homology using the Homologene database.

### Cluster 3 and cluster 4 reveal 12 new genes with organizer-related expression patterns

Since this method of clustering clearly enriches for known organizer-related genes, our next step was to test whether our clustering method could also successfully identify unknown genes involved in these processes. To that end, we selected genes without known gastrula-stage expression patterns from our two developmentally enriched clusters and analyzed each gene by whole mount *in situ *hybridization. We obtained clones for twenty-one genes: six clones from the organizer gene rich cluster 3, and fifteen clones from the ventral/posterior/lateral gene rich cluster 4. *In situ *results are shown in Figure 6. Of the 12 clones that showed clear patterns during gastrulation, all clones from cluster 3 showed organizer enrichment, and all clones from cluster 4 showed organizer exclusion. Moreover, there appear to be finer correlations between some of the *in situ *patterns and the location of the genes within the cluster. For example, both *Xl.13537.1.A1_at *and *Xl.15738.1.S1_at *show expression that starts in the dorsal lip and then migrates anteriorly with the developing head tissues, displaying patterns that are similar to their immediate flanking neighbors in the cluster, *gsc *[20] and *otx2 *[18,19]. Overall, these clusters faithfully classify transcripts by their gastrulation expression.

**Figure 6:**
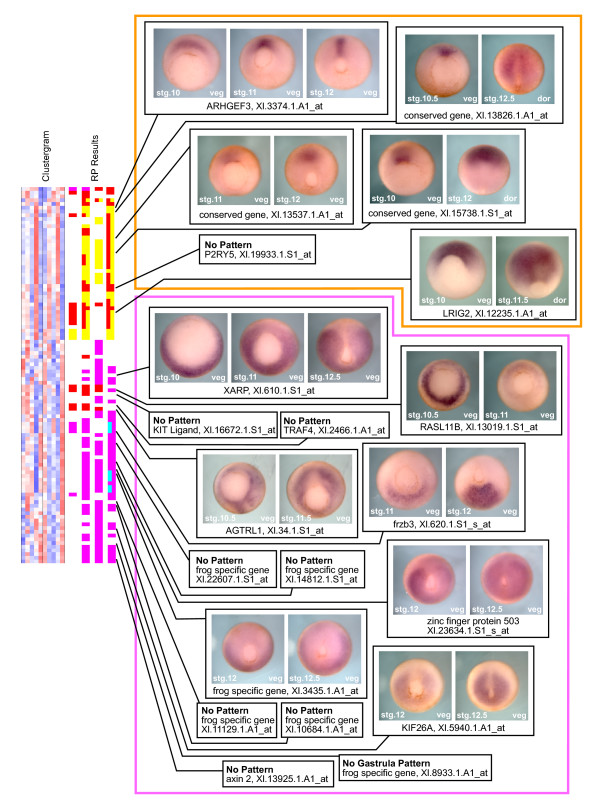
**Clusters 3 and 4 faithfully predict expression patterns for unknown genes**. Genes found in clusters 3 and 4 that lacked described gastrula stage expression patterns were analyzed by whole mount *in situ *hybridization. Unknown genes from cluster 3 that showed a specific pattern are enriched in organizer tissues (orange box), and unknown genes from cluster 4 that showed a specific pattern are excluded from organizer tissues (magenta box). Each tested gene is labeled with its name and the Affymetrix probe set number. Genes marked "no pattern" showed no staining, or a non-specific staining pattern that was similar to sense controls. Genes marked "no gastrula pattern," showed no pattern during gastrula stages, but did show specific patterns at later stages that are not shown here. Each photo is labeled with the developmental stage of the embryo in the bottom left corner, and the orientation in the bottom right corner. veg: vegetal view, dorsal faces up. dor: dorsal view, anterior faces up.

The majority of the unknown genes within these clusters have no previous associations with development and no known function. However, several have previous links that implicate them in developmental patterning, and our expression patterns are consistent with these previous findings. A clone related to *LRIG2 *was recently identified in a microarray screen for neural specific genes, and showed an identical expression pattern to our clone (NIBB clone XL098p21 [9]). *AGTRL1 *and *frzb3 *each have close paralogs in *Xenopus *that have described expression patterns identical to our genes: *X-msr *[23] and *sizzled *[24] respectively. Both of these described genes pass the RP method test and cluster near their undescribed paralog (Figure 5). Additionally, two genes for which we described new ventral-posterior expression patterns, *zinc finger protein 503 *and *XARP*, produce proteins that have previous associations with posterior patterning. 

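*Sizzled* (symbol szl.S) encodes a secreted Frizzled-related protein of the ventral side. At stage 11.5 it fell in **Nog+Dkk** by 1.80 (SE 0.343, adjusted p = 0.00735) and in **Dor** by 2.16 (adjusted p = 0.00101) on the log2 scale. *Frzb3*, read by an _s_at and an _at probe set, fell in **Nog+Dkk** by 1.65 and 1.26 (SE 0.260 and 0.277, higher adjusted p = 0.0196) and in **Dor** by 2.26 and 1.75 (higher adjusted p = 0.00101). At stage 10 the _s_at probe set of *frzb3* fell in **Dor** by 1.90 and the other by 1.55, and *sizzled* had -1.18 (adjusted p = 0.302). The latter *frzb3* call was lost without either clutch (-1.49 without clutch 1, -1.60 without clutch 2). RP called *sizzled* in **Nog+Dkk** and **Dor** at stage 11.5 (FDR 0.113% and 0.0301%). *Frzb3* carries the symbol szl.L, and an _s_at probe set can read transcripts of more than 1 gene, so the paralogs may share signal.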

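The zinc finger gene *znf703.L* was read by an _s_at and an _at probe set. At stage 11.5 they fell in **Dkk** by 1.08 and 0.97 and in **Nog+Dkk** by 0.91 and 1.03 on the log2 scale (SE 0.160 and 0.158, highest adjusted p = 0.0122). In **Nog** they had -0.27 and -0.25. Without clutch 4 the second reached -0.55 in **Nog** and was called. *XARP* (symbol axin2.L) fell by 0.93 in **Dkk** and 0.90 in **Nog+Dkk** (SE 0.196, adjusted p = 0.0701 and 0.0182), with -0.02 (adjusted p = 0.977) in **Nog**. Both *XARP* calls were lost without clutch 3 (-0.65 and -0.43). A second *axin 2* probe set fell by 1.62 in **Dkk** and 1.37 in **Nog+Dkk** (SE 0.224, adjusted p = 0.00865 and 0.00227). In **Nog** it had 0.07, and 0.41, which was called, without clutch 3. Its change in **Dkk** lay below that in **Nog** by a log2 difference of -1.70 (SE 0.224, adjusted p = 0.00601), and that of *XARP* by -0.91 (SE 0.196, adjusted p = 0.0609). A probe set of the homeolog axin2.S had -0.50 (adjusted p = 0.541) in **Dkk** and -0.50 (adjusted p = 0.241) in **Nog+Dkk** at stage 11.5, called in neither.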

Zinc finger protein 503 belongs to a family of NocA-like zinc-finger proteins that have been implicated in zebrafish hindbrain patterning [25-27], and XARP is the *Xenopus *ortholog of mammalian axin 2, which plays an important role in the transduction of the canonical Wnt signaling cascade [28], a key posteriorizing signal during gastrulation.

### Relaxing stringency on genes similarly expressed within Nog+Dkk and Dor conditions reveals seven new organizer-related molecules

In our initial clustering results, most known gastrula patterning genes were similarly induced or repressed in the two conditions with complete organizer function, **Nog+Dkk **and **Dor**. Furthermore, all new expression patterns identified from clusters 3 and 4 were consistent with our expectations, indicating that the clusters were highly reliable (Figure 6). Based on these observations, we hypothesized that among genes with similar expression in the **Nog+Dkk **and **Dor **conditions we should be able to relax our statistical test and identify additional unknown organizer-related genes. To that end, we selected for genes with a RP score of less than 0.0006 in both the **Nog+Dkk **and the **Dor **conditions, when compared to **Ven**, at either stage 10 or stage 11.5. The test was repeated for both up-regulated and down-regulated genes and then all positive genes were merged, creating a new list of 220 probe sets (Additional file 3). 

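RP scores below 0.0006 in both **Nog+Dkk** and **Dor** selected 217 probe sets, 216 of which are in Additional file 3. At stage 10 52 were up-regulated and 12 down-regulated, and at stage 11.5 96 and 82. Limma called 199 of the 217 in **Nog+Dkk** or **Dor**. *Lhx5.S*, a LIM homeobox gene of the forebrain, rose at stage 11.5 by 0.90 (SE 0.106, adjusted p = 1.44e-04) in **Nog+Dkk** and 1.08 (adjusted p = 4.44e-06) in **Dor**. The zinc finger gene *zic1.S*, which acts in early neural plate, rose by 0.87 (SE 0.122, adjusted p = 7.84e-04) and 1.06 (adjusted p = 2.89e-05). *Fzd10.S*, a Wnt receptor gene, fell by 1.16 and 1.04 on the log2 scale (SE 0.207, adjusted p = 0.00459 and 0.00821); without clutch 3 the **Nog+Dkk** value was -0.52 and was not called. The 2 conditions share their **Ven** arrays. In 100 simulated draws with no effect a mean of 29.2 probe sets per stage met the criteria (16 to 42), or 58.3 over both stages, so the shared controls alone can fill part of such a list.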

Because the two tests that we require each gene to pass are not independent, there is no clear way to calculate a FDR for this list of genes.

Since this second list of genes was specifically required to be similarly up- or down-regulated in the **Nog+Dkk-1 **and **Dor **conditions, hierarchical clustering of these genes produces a clustergram with less pattern variety (overview in Figure 7 and probe information in Additional file 3). 

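Of the 41 probe sets of cluster 3, 41 met the second criteria here, and of the 60 of cluster 4, 40 did. Of the 22 of cluster 1 and the 56 of cluster 2, 4 and 14 did. *Egln3.L*, a prolyl hydroxylase gene placed in cluster 4, fell in **Dkk** at stage 11.5 by 1.03 on the log2 scale (SE 0.222, adjusted p = 0.0767), beside 0.26 (adjusted p = 0.595) in **Nog+Dkk** and -0.28 (adjusted p = 0.737) in **Dor**. *Plk2.S* and *ccng1.L* of cluster 1 had 0.03 and 0.03 in **Dor** at stage 11.5, where neither was called. In all, 101 probe sets of the second list are in Additional file 2. Both lists were selected on these arrays, and every probe set that qualifies through **Nog+Dkk** also enters through 1 of the 2 required scores, so this overlap is not independent evidence.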

Broadly, this cluster retains most of the genes from the first list's clusters 3 and 4, while eliminating most of the genes from clusters 1 and 2 (Figure 3). Additionally, this new list captures 119 new probe sets not represented in the first. Many of these are known gastrula patterning genes, including important organizer regulators such as *Xnot *[29] and *cerberus *[30], and ventral fate inducers that are repressed by organizer signaling, such as *vent-2 *[31], *vox-1 *(*Xbr-1*) [32], *Xvex-1 *[33]. Hence, our second set of RP criteria does indeed find more organizer-regulated genes, and it also eliminates the clusters of genes in the first list which have no clear relevance to gastrula patterning.

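*Xnot*, a homeobox gene of the notochord, rose at stage 11.5 by 0.53 (SE 0.123, adjusted p = 0.0277) in **Nog+Dkk** and 0.52 (adjusted p = 0.0308) in **Dor** on the log2 scale. The **Nog+Dkk** call was lost without clutch 3 (0.43) and the **Dor** call without either clutch (0.55 and 0.50). Another probe set, with the symbol not.L, rose at stage 11.5 by 0.87 (SE 0.173, limma adjusted p = 0.00971) in **Nog+Dkk** and 0.69 (adjusted p = 0.0444) in **Dor**. *Cerberus*, which encodes a secreted antagonist of BMP, Wnt and Nodal signals, rose in **Dor** by 1.95 (SE 0.180, adjusted p = 2.59e-06) at stage 10 and 0.82 (adjusted p = 0.0173) at stage 11.5. In **Nog+Dkk** it had 0.50 (adjusted p = 0.779) and 0.12 (adjusted p = 0.794). Without clutch 3 the stage 11.5 **Dor** value was 0.69 and was not called. Homeobox genes of ventral fate, *vent-2*, *vox-1* and *Xvex-1* fell in **Dor** at stage 10 by 0.97, 1.05 and 0.81 and in **Nog+Dkk** at stage 11.5 by 0.55, 0.58 and 0.77 (SE 0.114 to 0.164, highest adjusted p = 0.0224). Without clutch 2 *vent-2* in **Dor** was -0.86, without clutch 3 it was -0.38 in **Nog+Dkk**, and *Xvex-1* in **Dor** was -0.64 and -0.99 without clutch 1 or 2, and these calls were lost. Of the 217 probe sets found here, 115 are not among the 193 of the first selection.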

**Figure 7:**
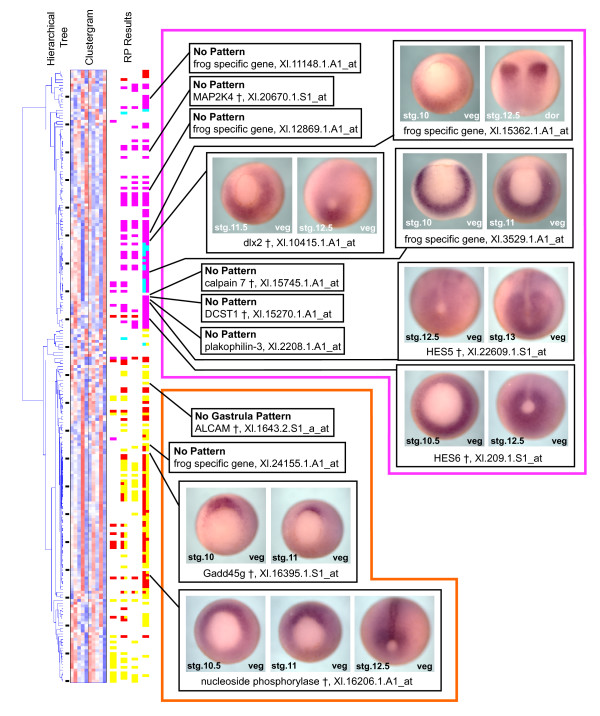
**Relaxed statistical criteria select for additional genes with organizer-related expression patterns**. The cluster results for the second set of RP criteria, which required correlated expression in the **Nog+Dkk **and **Dor **conditions, identifies additional unknown genes with organizer-related expression patterns. The hierarchical tree is on the far left, followed by the clustergram, and then the summary of the RP results at 10% FDR. Colors and columns are same as described in the Figure 3A. Black ticks between the cluster tree and the clustergram mark every tenth gene, allowing referencing to Additional file 3 for the gene identities. Genes in this list that lacked described gastrula stage expression patterns were analyzed by whole mount *in situ *hybridization. The top of the cluster contains genes that were repressed in the **Nog+Dkk **and **Dor **conditions; unknown genes within this group are excluded from organizer tissues (magenta box). The bottom of the cluster contains genes that were activated in the **Nog+Dkk **and **Dor **conditions; unknown genes within this group are enriched in organizer tissues (orange box). Each tested gene is labeled with its name and the Affymetrix probe set number. Genes marked "no pattern" showed no staining, or a non-specific staining pattern that was similar to sense controls. Genes marked "no gastrula pattern," showed no pattern during gastrula stages, but did show specific patterns at later stages that are not shown here. Each photo is labeled with the developmental stage of the embryo in the bottom left corner, and the orientation in the bottom right corner. veg: vegetal view, dorsal faces up. dor: dorsal view, anterior faces up. † gene name was assigned by protein sequence similarity using Homologene.

From this list of genes we selected fifteen additional clones to test by *in situ *hybridization, again predicting either organizer-enriched or organizer-excluded expression (Figure 7). Of the seven genes that showed clear patterns during gastrula stages, once again, the microarray data correctly predicts organizer enrichment or organizer-exclusion for all. Of these seven genes, four have no known developmental function, and the remaining three, HES5, HES6, and dlx2, have described functions during neurulation [34-36].

### Noggin and Dkk-1 regulate newly identified genes in patterns that validate the microarray data

To further assure that we were genuinely identifying genes regulated by organizer signaling, we selected several of the unknown genes identified by the clustering results and analyzed their expression patterns in stage 10.5 embryos overexpressing Noggin and/or Dkk-1. 

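On the arrays, *LRIG2* (symbol lrig3.S), which encodes a leucine-rich repeat transmembrane protein, rose in **Nog+Dkk** by 0.94 (SE 0.177, adjusted p = 0.0274) at stage 10 and 1.55 (adjusted p = 1.33e-04) at stage 11.5 on the log2 scale. In **Nog** it had 0.76 (adjusted p = 0.225) at stage 10, where RP called it (FDR 5.16%), and rose by 0.69 (adjusted p = 0.0317) at stage 11.5. In **Dkk** it had -0.03 and 0.25, neither called. *ARHGEF3*, a guanine nucleotide exchange factor gene, rose at stage 11.5 by 1.07 (SE 0.158, adjusted p = 0.00128) in **Nog+Dkk** and 0.65 (adjusted p = 0.0248) in **Nog**, where the RP FDR was 43.9%. At stage 10 it had -0.09 and -0.10. The stage 11.5 rise of *LRIG2* was larger in **Nog+Dkk** than in **Nog** by 0.86 (SE 0.177, adjusted p = 0.0416), and that of *ARHGEF3* differed by 0.42 (SE 0.158, adjusted p = 0.569). Single clutches carried some calls. *LRIG2* in **Nog** at stage 11.5 was 0.29 without clutch 3 and *ARHGEF3* 0.21 without clutch 4, and neither was called. *LRIG2* in **Nog+Dkk** at stage 10 lost the call without clutch 1 (1.04) or 2 (0.83). In **Dkk**, *ARHGEF3* had 0.52 (adjusted p = 0.272) and, without clutch 3, 0.86, which was called.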

*LRIG2 *(Figure 8 A–D), and *ARHGEF3 *(Figure 8 E–H) both showed strong ectopic ventral expression in embryos overexpressing Noggin+Dkk-1, but only *LRIG2 *showed ectopic expression with Noggin alone, matching the microarray data. *HES6 *expression (Figure 8 I–L) was successfully cleared from ectopic ventral regions by Noggin+Dkk-1 and Dkk-1, but not Noggin alone, again recapitulating the microarray data. 

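*HES6*, a bHLH gene of neural differentiation, fell on the arrays at stage 11.5 in **Nog+Dkk** by 0.70 (SE 0.200, adjusted p = 0.0745) and in **Dor** by 0.74 (adjusted p = 0.0677). In **Dkk** it had -0.50 (adjusted p = 0.496) and in **Nog** -0.23 (adjusted p = 0.599). The difference between **Dkk** and **Nog** was -0.27 (SE 0.200, adjusted p = 0.688). With a single clutch no value was called, at -0.64 and -0.75 in **Nog+Dkk** and -0.78 and -0.70 in **Dor** without clutch 3 and without clutch 4. At stage 10 the changes of *HES6* lay between -0.20 in **Dkk** and 0.22 in **Nog+Dkk**.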

*Frzb3 *expression was disrupted by Noggin and Noggin+Dkk-1 overexpression, as the microarray data reported (Figure 8 M, N). Moreover, in some cases *Frzb3 *appeared slightly expanded by Dkk-1; the microarray recorded a weak induction by Dkk-1 at stage 10, but not stage 11.5 (Figure 8 O). 

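At stage 10 in **Dkk**, the *frzb3* probe sets had 0.15 (adjusted p = 1.00) for _s_at and 0.30 (adjusted p = 1.00) for _at. The 2 clutches gave 0.40 and -0.11 for the first and 0.44 and 0.16 for the second. At stage 11.5 the changes were -0.19 and -0.00. In **Nog** at stage 10 they were -0.43 and -0.49, and in **Nog+Dkk** -0.36 and -0.15, none called. *Sizzled*, its paralog, had 0.58 (adjusted p = 1.00) in **Dkk** at stage 10.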

The expression patterns of *Xl.13826.1.A1_at *and *RASL11B *were not clearly altered by ectopic Noggin and/or Dkk-1 (data not shown). However, *Xl.13826.1.A1_at *produces an extremely faint stain, and *RASL11B *exhibits a fair amount of spottiness and variability among wild type embryos, making it difficult to convincingly identify ectopic pattern alterations in either.

**Figure 8:**
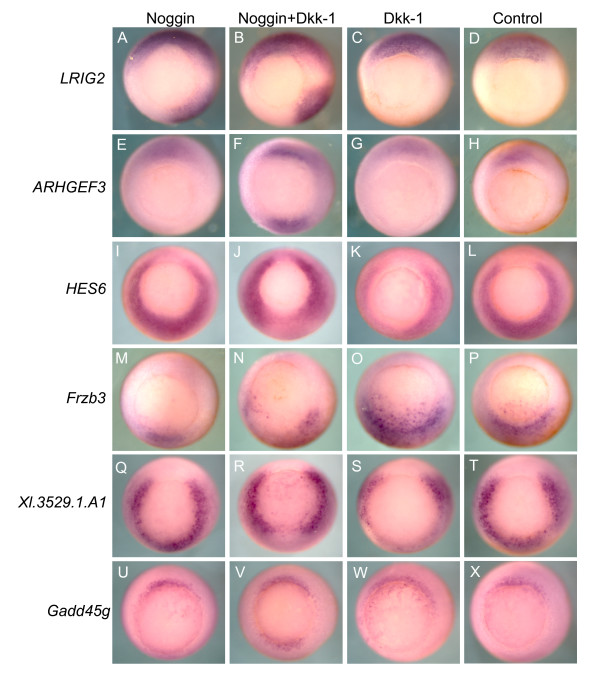
**Noggin and Dkk-1 regulate the expression of newly identified genes**. 4-cell embryos were ventrally injected with the *noggin *and/or *dkk-1 *concentrations described in Figure 1, and tested by *in situ *hybridization for patterns of ectopic induction or repression. In each case the observed *in situ *patterns confirm the microarray patterns (A-D) *LRIG2 *shows ectopic ventral expression in both the Noggin and the Noggin+Dkk-1 overexpressing embryos, but not in the Dkk-1 embryos. (E-H) *ARHGEF3 *shows ectopic ventral expression only in the Noggin+Dkk-1 overexpressing embryos. (I-L) *HES6 *shows ectopic ventral repression in the Noggin+Dkk-1 and the Dkk-1 overexpressing embryos. (M-P) *Frzb3 *expression is ectopically repressed by Noggin or Noggin+Dkk-1 overexpression. (Q-T) *Xl.3529.1.A1 *expression is ectopically repressed by Noggin+Dkk-1 and Dkk-1 overexpression. (U-X) *Gadd45g *is ectopically induced only in the Noggin+Dkk-1 condition. All embryos are between stages 10.5 and 11 and are shown in vegetal view with dorsal side facing up.

From the genes identified by the second clustering effort, *Xl.3529.1.A1 *showed disruption by Noggin+Dkk-1 and Dkk-1, but not Noggin, as expected (Figure 8 Q–T), and *gadd45g *only shows induction by the combination of Noggin+Dkk-1 (Figure 8 U–X). 

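*Gadd45g* (symbol gadd45g.S) belongs to a family of growth arrest and DNA damage inducible genes. On the arrays it had 0.54 (SE 0.188, adjusted p = 0.152) in **Nog+Dkk** and 0.62 (adjusted p = 0.120) in **Dor** at stage 11.5 on the log2 scale, with 0.23 in **Nog** and 0.37 in **Dkk**. At stage 10 its change was 0.70 (adjusted p = 0.190) in **Dor** and 0.19 (adjusted p = 0.998) in **Nog+Dkk**. Neither limma nor RP called it in any condition, with RP FDRs of 41.3% and 15.1% in **Nog+Dkk** and **Dor** at stage 11.5 and 11.0% in **Dor** at stage 10. Without clutch 1 the stage 10 **Dor** value was 1.09 and was called.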

On the array, *gadd45g *has no inductions that break 10% FDR cutoff, but it was selected by our second set of RP criteria because of correlated inductions in both the **Nog+Dkk **and **Dor **conditions. This again confirms that the more focused set of RP criteria is successfully identifying genuine organizer-regulated genes that fell below the more stringent 10% FDR cutoff.

### Head and trunk organizing genes show distinct responses to Noggin and Dkk-1

In addition to allowing us to identify new organizer-regulated genes, the cluster patterns provide us with a broad overview of the genomic response to organizer signaling, allowing us to compare these patterns with current models of organizer function. A close inspection of cluster 3 shows that the genes seem to subdivide in two groups that represent the head and trunk organizers (Figure 4). The top two-thirds of the cluster is dense with genes that can induce head identity (*otx2 *[18,19], *otx5 *[37], *frzb-1 *[38]) and includes some genes that are sufficient to induce secondary axes (*gsc *[20], *chordin *[39]). The bottom of the cluster contains genes that are strongly induced by Noggin alone, and indeed many of these genes produce proteins that are implicated in processes crucial to trunk formation: three Fox proteins, A4, D3, and D5, which pattern or induce different aspects of trunk tissues (reviewed in [40]); Zic3, a potent neural inducer [41]; and Frizzled 7, a key player in convergent extension [42]. 

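The head genes compared here, in the probe sets that the paper gives, were *otx2*, *otx5*, *frzb-1*, *goosecoid*, *chordin* and *Xlim-1* (14 probe sets), and the trunk genes included *FoxA4*, *FoxD3*, *FoxD5*, *frizzled 7* and *Xsox-2* (11 probe sets). The mean log2 change in **Nog** at stage 10 was 0.35 for head genes (SD 0.27 between probe sets) and 0.52 for trunk genes (SD 0.38). At stage 11.5 the means were 0.15 (SD 0.33) and 0.57 (SD 0.37). The head mean lay below the trunk mean by a difference of -0.43 at stage 11.5 (SE 0.115, adjusted p = 0.0223 over 19 comparisons) and of -0.17 at stage 10 (adjusted p = 0.300). These p-values come from a t test of each array's head mean minus its trunk mean, with the clutch as a block, which was chosen after the data were seen. Without clutch 3 the stage 11.5 difference was -0.24 and was no longer called, nor was it without the clutch block or with 1 probe set per gene (-0.24); without clutch 4 it was -0.62. The change of this difference between the stages was -0.26 (adjusted p = 0.296). The added effect of Dkk-1, **Nog+Dkk** against **Nog** at stage 11.5, was 1.02 for head and 0.46 for trunk genes, a difference of 0.55 (adjusted p = 0.00645), which was 0.46 without clutch 3 and was not called there. At stage 10 it was 0.42 and 0.10, a difference of 0.31 (adjusted p = 0.0684) that was not called with 1 probe set per gene (0.24), without clutch 1 (0.28) or without clutch 2 (0.35). The paper chose these genes on the same arrays, so the difference is not independent evidence.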

A key difference between these sub-clusters is their differing response to Noggin in the absence of Dkk-1. The head sub-cluster shows some weak induction by Noggin at stage 10, but this induction never crosses the 10% FDR cutoff, and no measurable induction remains for these genes by late gastrulation (Figure 4). In contrast, the trunk sub-cluster shows strong early induction by Noggin, and most genes show some induction in late gastrula embryos, although all are below the 10% FDR cutoff.

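At stage 10 in **Nog**, 13 of the 14 head probe sets lay above **Ven** and 1 was called by each method. This was the A1_at probe set of *otx5-A*, with an RP FDR of 5.16%; its S1_at probe set had 0.01. *Goosecoid* had 0.71 (adjusted p = 0.289) on the log2 scale in its S1_at probe set, beside -0.21, 0.40 and, for gsc.S, which is not among the 14, 0.11, the highest of the 4 *otx2* probe sets 0.68 (adjusted p = 0.364; mean of the 4, 0.43) and *otx5b* 0.51 (adjusted p = 0.263). At stage 11.5 in **Nog**, 9 of 14 lay above **Ven**; RP called 0, and limma called 3, with *Xlim-1*, a LIM homeobox gene of the organizer, at 0.62 (SE 0.137, adjusted p = 0.0151) and 1 of the 4 *otx2* probe sets, the first of otx2.L, at 0.56 (adjusted p = 0.0640), besides *frzb-1*. Without clutch 3 *Xlim-1* was 0.33 and *otx2* 0.53, and without clutch 4 *otx2* was 0.59; none of these was called. The S1_at of *goosecoid* had -0.27 (adjusted p = 0.449) there and the A1_at of *otx5-A* -0.34 (adjusted p = 0.140). As a set the head genes had adjusted p = 0.0763 at stage 10 and 0.439 at stage 11.5 in fry. This set was also chosen on the same arrays. In **Nog+Dkk** at stage 11.5 *Xlim-1* rose by 1.25 (adjusted p = 9.99e-05) and exceeded **Nog** by 0.63 (SE 0.137, adjusted p = 0.0525), and all 4 *otx2* probe sets exceeded **Nog**.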

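At stage 10 in **Nog**, all 11 trunk probe sets lay above **Ven** and limma called 3. Among these were *FoxD5a* at 1.10 (SE 0.185, adjusted p = 0.0222) and *FoxD5b* at 0.98 (SE 0.156, adjusted p = 0.0128) on the log2 scale, forkhead genes of early neural ectoderm. RP called 5, adding *FoxD3b* at 0.90 (adjusted p = 0.289, RP FDR 0.837%) and *FoxA4b* at 0.67 (adjusted p = 0.220, RP FDR 7.07%). The 3 probe sets that the paper gives for the Wnt receptor gene *frizzled 7* had 0.07, 0.01 and 0.32, and *Xsox-2* had 0.14. At stage 11.5 all 11 lay above **Ven** and limma called 5, among them these 3 of *frizzled 7* at 1.05, 1.27 and 1.04 (highest adjusted p = 0.00628, RP FDR 3.63%, 2.04% and 3.63%) and *FoxA4b* at 0.55 (adjusted p = 0.0514). The array has 2 more *frizzled 7* probe sets (symbol fzd7.L), which had 0.25 and 0.11 at stage 10 and 0.39 (adjusted p = 0.0402) and 0.18 (adjusted p = 0.382) at stage 11.5. As a set the trunk genes were raised at both stages (fry, adjusted p = 0.0149 and 0.00970). The paper describes this group by its induction by Noggin on the same arrays, so this rise is not independent evidence. The stage 10 calls of *FoxD5a* and *FoxD5b* were lost without clutch 1 (1.05 and 0.91) and without clutch 2 (1.15 and 1.05), and cyclic loess ended that of *FoxD5a*. At stage 11.5, without clutch 3 *FoxA4b* was 0.13 and was not called, while without clutch 4 *FoxD5a*, *FoxD5b* and *FoxD3b* reached 1.00, 0.70 and 1.00 and were called.

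**Figure D2:**
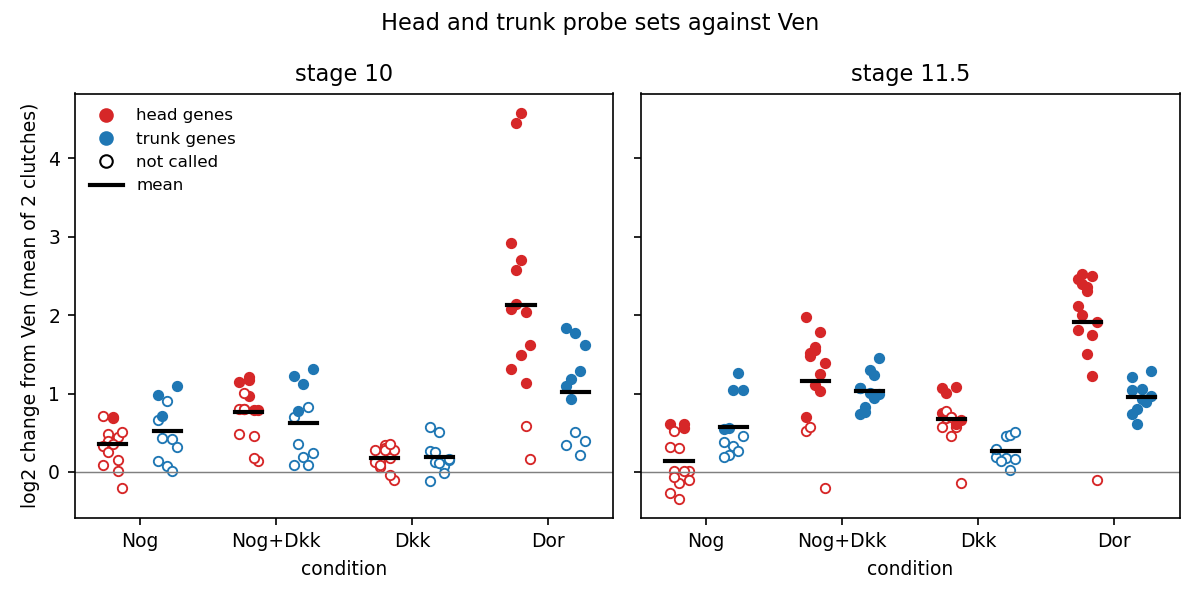
Log2 change from **Ven** (mean of 2 clutches) of 14 head probe sets (red) and 11 trunk probe sets (blue) in **Nog**, **Nog+Dkk**, **Dkk** and **Dor** at stage 10 and stage 11.5; filled points passed limma's test, open points did not, and black bars are means. In **Nog** at stage 11.5 the means are 0.15 for head and 0.57 for trunk genes, and in **Dkk** 0.68 and 0.27.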

To confirm these cluster sub-divisions and better visualize how the genes from the head and trunk sub-clusters differed in their response to organizer signaling, we performed *in situ *hybridization on genes from each cluster in *noggin *and *noggin+dkk-1 *injected embryos during both early and late gastrulation (Figure 9 A–J'). Two genes from the head sub-cluster, *Xlim-1 *and *otx2*, show similar weak ectopic induction by both Noggin and Noggin+Dkk-1 at stage 10.5, but by stage 11.5 the induction is much stronger and more widespread in the Noggin+Dkk-1 overexpressing embryos (Figure 9 A–L). Indeed, for *Xlim-1*, ectopic expression induced by Noggin alone never expands past the immediate border of the blastopore lip region (Figure 9 A–F). For these head organizer genes Dkk-1 seems to play a critical role in maintaining induction throughout gastrulation. We also tested *frzb-1*, a member of the head sub-cluster, which, in contrast to most of the head cluster genes, is not significantly induced by Noggin or Noggin+Dkk-1 on the array, although weak inductions are recorded in each condition. 

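*Frzb-1* (symbol frzb.L) encodes a secreted Wnt antagonist of the organizer. At stage 10 it had 0.34 (adjusted p = 0.520) in **Nog** and 0.49 (adjusted p = 0.669) in **Nog+Dkk** on the log2 scale (SE 0.160). At stage 11.5 limma called it in **Nog** at 0.61 (adjusted p = 0.0357), in **Nog+Dkk** at 0.70 (adjusted p = 0.0255) and in **Dkk** at 0.76 (adjusted p = 0.0701), with RP FDRs of 28.1%, 19.5% and 5.92%. In **Dor** it rose by 1.32 (adjusted p = 1.02e-04) at stage 10 and 1.82 (adjusted p = 1.16e-06) at stage 11.5. Without clutch 3 the **Nog** value was 0.35 and the **Dkk** value 0.62, and without clutch 4 the **Nog+Dkk** value was 0.71; these calls were lost. The **Nog+Dkk** and **Nog** changes at stage 11.5 differed by 0.09 (SE 0.160, adjusted p = 0.956). A probe set of the homeolog frzb.S had 0.06 (adjusted p = 0.911) in **Nog**, 0.31 (adjusted p = 0.418) in **Nog+Dkk** and 0.36 (adjusted p = 0.656) in **Dkk** at that stage. Limma called it in none of these, but did in **Dor**, at 0.71 (adjusted p = 0.0500).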

In accord with these measurements, we can see some weak ectopic staining during early gastrulation, however these induction disappears completely by stage 11.5 (Figure 9 M–R).

**Figure 9:**
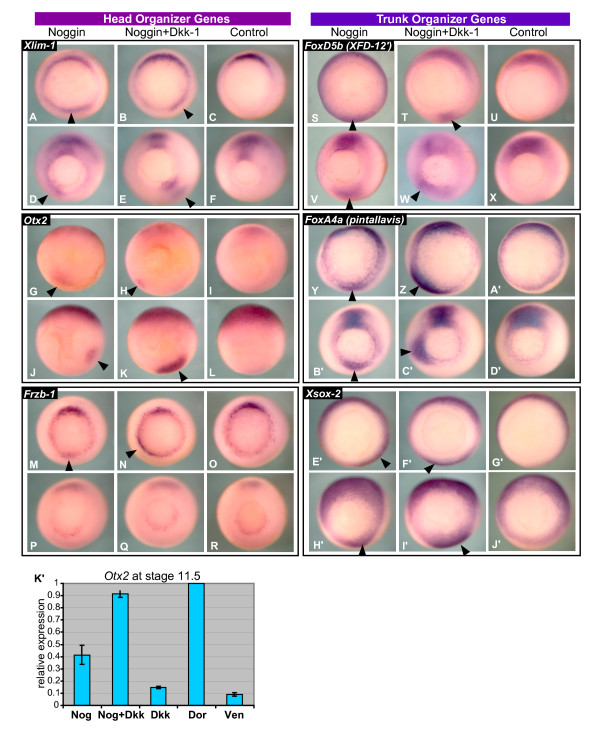
**The head and trunk sub-cluster genes show distinct responses to organizer signaling**. Three genes were selected from each sub-cluster, and tested by *in situ *hybridization at stage 10.5 (top row) and 11.5 (bottom row), in embryos ventrally injected with *noggin *or *noggin+dkk-1*. Black arrowheads mark ectopic staining. *Xlim-1 *(A-F) and *otx2 *(M-R) expression are similarly induced at stage 10.5 by Noggin and Noggin+Dkk-1, but by stage 11.5 Noggin+Dkk-1 induction is clearly much stronger and more widespread. For *Xlim-1*, ectopic expression induced by Noggin+Dkk-1 is observed migrating away from the blastopore lip region, but never for Noggin alone. (M-R) *Frzb-1 *expression is ectopically induced only by the combination of Noggin+Dkk-1, not Noggin alone, and neither can sustain expression into late gastrulation. For the three trunk genes, *FoxD5b *(*XFD-12'*) (S-X), *FoxA4a *(*pintallavis*) (Y-D'), and *Xsox-2 *(E'-J') ectopic induction is similar in both intensity and spread in Noggin and Noggin+Dkk-1 overexpressing embryos at stage 10.5 and 11.5. A-L and S-J' vegetal view; M-R animal view. Dorsal faces up in all pictures. (K') Otx2 expression was assayed by real-time RT-PCR, in stage 11.5 ventral tissues injected with the same mixtures used to create the microarray samples. Weak, but significant (p = 0.043 by one-sided *t*-test), induction in Dkk-1 overexpressing tissues are seen compared to ventral, supporting the weak Dkk-1 inductions seen on the microarray. Error bars show the standard error calculated from two biological replicates.

From the trunk genes, we tested two trunk patterning genes *foxD5b *(*XFD-12'*) and *foxA4a *(*pintallavis*), as well the general neural inducer *Xsox-2*. *FoxA4a *is a close paralog, and likely pseudoallele, of *FoxA4b *(*XFKH1*) which is among the trunk sub-cluster genes (Figure 4). Both genes show the same developmental expression pattern (reviewed in [40]). *FoxA4a *is captured by our second set of RP criteria, and groups among the trunk cluster genes found by the first gene list (Additional file 3). 

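*FoxA4a* (symbol foxa4.L), a forkhead gene of the notochord, rose at stage 11.5 by 0.83 (SE 0.127, adjusted p = 0.00151) in **Nog+Dkk** and 0.80 (adjusted p = 0.00100) in **Dor** on the log2 scale. In **Nog** it had 0.43 (adjusted p = 0.373) at stage 10 and 0.22 (adjusted p = 0.365) at stage 11.5, and in **Dkk** 0.13 and 0.21. Its stage 10 rise in **Dor** was 0.93 (adjusted p = 3.98e-04), and this call was lost without clutch 1 (0.86) and without clutch 2 (1.00). *FoxA4b* rose by 1.07 (adjusted p = 0.00113) in **Nog+Dkk** and 1.22 (adjusted p = 9.87e-05) in **Dor** at stage 11.5 (SE 0.156). *FoxD5b* and *Xsox-2* rose in **Nog+Dkk** at stage 11.5 by 1.07 (adjusted p = 0.00109) and 0.74 (adjusted p = 0.00569). Homeologs such as *FoxA4a* and *FoxA4b* can share signal on the array.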

For these three trunk genes, the ectopic expression intensity and territory is more similar between the Noggin and Noggin+Dkk-1 overexpressing embryos, than for the head cluster genes (Figure 9 S–J'). Together these results indicate that our clustering results are genuinely subdividing genes into groups with different responses to organizer signaling, and these patterns give us a better understanding of how organizer function is generated at the genomic level.

Another key difference between the head and trunk sub-cluster genes are the weak Dkk-1 inductions observed for several head organizer genes. 

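In **Dkk** at stage 11.5, limma called 6 of the 14 head probe sets up and 0 of the 11 trunk probe sets. At an unadjusted p under 0.05 the whole comparison held 581 higher among 15491 probe sets. With no change at all, a share of 0.05 would pass by chance, higher and lower together. RP called 8 and 0. With each stage fitted alone, limma called 0 probe sets in **Dkk**. The mean log2 change was 0.68 for head genes (SD 0.30) and 0.27 for trunk genes (SD 0.16), a difference of 0.41 (SE 0.115, adjusted p = 0.0223 over 19 comparisons in the t test on array means). *Otx5b* rose by 0.67 (SE 0.125, adjusted p = 0.0305) and *Xlim-1* by 0.61 (SE 0.137, adjusted p = 0.0845). Both calls were lost without clutch 3 (0.52 and 0.33), and cyclic loess ended that of *Xlim-1*. *Goosecoid* had 0.57 (adjusted p = 0.322) for the S1_at and 0.68 (adjusted p = 0.280) for the S1_s_at probe set, the latter of which reached 1.08 without clutch 4 and was then called. Among trunk genes *FoxD5a* had 0.17 and *frizzled 7* 0.46 to 0.51 in the paper's 3 probe sets, with 0.19 and -0.01 in the 2 others. Without clutch 4 a *frizzled 7* probe set reached 0.66 and without clutch 3 another reached 0.77, and these were called. The head genes' change in **Dkk** exceeded that in **Nog** by a mean of 0.53 and the trunk genes' lay below it by a difference of -0.31. Head minus trunk in this contrast was 0.84 (adjusted p = 5.31e-04), and 0.68 without clutch 3, which was not called. The difference between head and trunk genes in **Dkk** was 0.45 without clutch 3 and 0.38 without clutch 4, and was called neither there nor without the clutch block. The stage 10 means were 0.17 and 0.19.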

Conflicting with the array data, Dkk-1 injected embryos did not show ectopic staining for *frzb-1 *and *otx2 *by *in situ *hybridization (data not shown). To test whether these inductions might simply be below the level of detection in our *in situ *analysis, we used real-time RT-PCR to analyze *otx2 *expression in response to ectopic Noggin and/or Dkk-1. Embryos were injected, sorted, and dissected by the same protocol used to generate the array samples, creating two new sets of tissue samples at stage 11.5. Real-time RT-PCR analysis shows that Dkk-1 does indeed induce *otx2 *in these samples, with an average induction of 1.65-fold over ventral (Figure 9K'; p = 0.043 by one-sided *t*-test). This is in line with the inductions seen on the array; the four *otx2 *microarray probe sets show an average induction of 1.99-fold over ventral. This supports the reliability of the array data, and shows that Dkk-1 does have some ability to weakly induce organizer genes in the ventral tissues of whole embryos without ectopic anti-BMP signaling.

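In **Dkk** at stage 11.5 the 4 *otx2* probe sets had a mean log2 change of 0.97 (SD 0.04 between the 2 clutches, which gave 0.94 and 0.99). This is a fold of 1.95 from the mean of log2 values and 1.96 from the mean of linear folds, with single probe sets from 1.63 to 2.12. Limma called 3 of the 4, the first of otx2.L at 1.08 (adjusted p = 0.00919), that of otx2.S at 1.07 (adjusted p = 0.0241) and the second of otx2.L at 1.01 (adjusted p = 0.0194). The probe set without a symbol had 0.70 (adjusted p = 0.226). With each stage fitted alone, none of the 3 calls remained. Without clutch 4 the otx2.S call was lost (0.94). In the other conditions at stage 11.5 the mean fold was 1.14 in **Nog**, 3.27 in **Nog+Dkk** and 5.39 in **Dor**. For the second otx2.L probe set the change in **Dkk** exceeded that in **Nog** by 1.00 (SE 0.176, adjusted p = 0.0170). The mean log2 change in **Dkk** at stage 10 was 0.20, with 0 of 4 probe sets called by limma and 0 by RP, and 0 at an unadjusted p under 0.05.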

## Conclusion

In these studies we used our existing knowledge of organizer function as leverage in the design and analysis of a genomic visualization of gastrula stage signaling. To this end, we ectopically expressed Noggin and Dkk-1 to induce different aspects of organizer activity, and then analyzed the genomic expression consequences of these activities at two different gastrula stages. The resulting data provide us with two valuable sources of information. First, our analysis generates clusters that are strongly enriched for known gastrula patterning genes. Using these enrichments we were able to predict with high confidence the expression patterns of unknown genes within the clusters. Second, our results provide a genome-level view of the transcriptional response patterns to organizer signaling, which helps us to understand the separate roles played by BMP and Wnt inhibition during organizer function, and also defines suites of genes that share similar response patterns.

### A genomic view of organizer signaling refines our understanding of organizer function

Overall our data reveals that most gastrula-patterning genes respond to organizer signaling according to a few distinct patterns. These patterns divide genes into approximately four groups: a) Trunk patterning genes that are primarily induced by Noggin; b) Head and general organizer genes that require both Noggin and Dkk-1 for strong induction, and in some cases show weak induction by Dkk-1 alone; c) A small number of genes that are primarily repressed by Noggin; d) A wide range of ventral and posterior genes that are primarily repressed by Dkk-1. These broad patterns help to elucidate the genomic networks that underlie organizer signaling and provide a deeper functional understanding of different phenotypes induced by BMP and Wnt inhibition.

The group of genes primarily induced by Noggin appears to be sufficient to explain the secondary trunk tissues induced by BMP inhibition, a phenomenon that has remained somewhat mysterious in light of previous reports that did not observe sustained induction of organizer genes by BMP inhibition [1]. This cluster contains a set of Fox genes that can induce and pattern various aspects of trunk identity [40], as well as a strong neural inducer, Zic3 [41], and Frizzled 7, a part of the non-canonical Wnt signaling pathway that regulates convergent extension movements [42]. Noggin strongly induces these genes at stage 10, and maintains induction of these genes into late gastrulation. This late induction is seen weakly on the microarray, but presents clear ectopic staining by *in situ *hybridization (Figure 9 S–J'). Indeed, in concert with previous reports, we observe that Noggin induction of head and general organizer molecules is comparatively weak, becoming undetectable on the microarray by stage 11.5, clearly explaining Noggin's inability to induce head structures on its own. In contrast, Wnt inhibition by Dkk-1 can weakly induce several organizer genes at 11.5, including secreted BMP and Wnt inhibitors like *chordin *and *frzb-1*, but has no similar inductive capabilities on the trunk cluster genes we identified. Hence, we have isolated a group of trunk-inducing genes that share a distinctly regulatory pattern that is less sensitive to Wnt signaling than other organizer factors. These genes may be the key to understanding Noggin's ability to induce secondary tissues in the absence of Wnt inhibition.

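*Chordin* had 0.77 (adjusted p = 0.320) and 0.70 (adjusted p = 0.374) in **Dkk** at stage 11.5 for its S1_at and S2_at probe sets on the log2 scale (SE 0.246 and 0.235). RP called both (FDR 5.92% and 8.35%). In **Nog** they had 0.52 and 0.30, and in **Nog+Dkk** they rose by 1.52 (adjusted p = 0.00207) and 1.55 (adjusted p = 0.00144). The S2_at value was higher in **Nog+Dkk** than in **Nog** by 1.26 (SE 0.235, adjusted p = 0.0205). Trunk genes that were higher in **Nog+Dkk** than in **Dkk** at stage 11.5 included *FoxD5a*, by 1.28 (SE 0.185, adjusted p = 0.00456), and *FoxD3a*, by 1.21 (SE 0.223, adjusted p = 0.0255). In **Dkk** the trunk genes as a set had adjusted p = 0.152 in fry and the head genes adjusted p = 0.00424. Both sets were chosen on these arrays, so the set tests are not independent evidence.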

In addition to helping us understand BMP inhibition's induction of trunk tissues, the patterns seen here reveal a clear difference in the role Wnt and BMP inhibition play in repressing gene expression. Overexpression of Dkk-1 represses a wide-range of ventral, posterior, and lateral genes, more in fact than the combination treatment of Noggin+Dkk-1. 

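At stage 11.5, RP called 45 probe sets down in **Dkk** and 35 in **Nog+Dkk**, with 25 in both lists and 20 in **Dkk** alone. Limma called 39 and 300, with 35 in both and 4 in **Dkk** alone; with each stage fitted alone it called 0 in **Dkk**. *Gbx2.2.L* fell in **Nog+Dkk** by 1.41 on the log2 scale (SE 0.255, adjusted p = 0.00487). *Hoxa7.L*, a Hox gene of the trunk, fell by 0.72 in **Dkk** and 0.91 in **Nog+Dkk** (SE 0.112, adjusted p = 0.00919 and 2.10e-04). *Foxf1.L*, a forkhead gene of lateral plate mesoderm, fell by 0.62 and 0.90 (SE 0.142, adjusted p = 0.0935 and 0.00167), with -0.84 and -0.40 in clutches 3 and 4 of **Dkk**. Without clutch 3 neither gene was called in **Dkk**, where *hoxa7.L* then had -0.54. *HES5*, a Notch-responsive bHLH gene, fell by 0.66 and 0.88 (SE 0.153, adjusted p = 0.0972 and 0.00391); its **Dkk** call was lost without clutch 3 (-0.34) and under cyclic loess. In the direct comparison of **Nog+Dkk** with **Dkk**, limma called 42 probe sets higher and 10 lower in **Nog+Dkk**. Both conditions share the **Ven** arrays. Independent lists would share 0.102 down-regulated probe sets and simulated groups with no effect 0.19. The simulated lists were not matched in size to the measured ones, so 0.19 is no measure for lists of this size. The covariance of the 2 changes was 0.0245, beside 0.00792 simulated. Pairing **Dkk** of 1 clutch with **Nog+Dkk** of the other, each against its own **Ven**, gave r = 0.0955 and 0.211 over all probe sets and 0.738 and 0.702 over clusters 3 and 4; on the means of both clutches, which share **Ven**, r was 0.713 and 0.860.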

Although the essential role Wnt signaling plays in posteriorizing embryos is well appreciated [43], the sheer number and variety of genes repressed by Dkk-1 is quite surprising, especially in contrast to Noggin, which can only significantly repress three genes, *sizzled*, *frzb3*, and *Xhox3*. 

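RP called 10 probe sets down in **Nog** at stage 11.5. *Sizzled* fell by 1.52 on the log2 scale (SE 0.343, adjusted p = 0.0166), the 2 *frzb3* probe sets by 1.49 and 1.20 (adjusted p = 0.00457 and 0.0189) and *Xhox3*, a homeobox gene of ventral and posterior mesoderm, by 1.01 (SE 0.172, adjusted p = 0.00415). The others were *nat8.6.S*, titled camello, at -1.07 (SE 0.200, adjusted p = 0.00622), *hes7.1.L*, *dapl1.S* and 3 unnamed sequences at -0.84, -0.78 and -0.79. Limma called 685 probe sets down in **Nog** and 39 in **Dkk**, and all 10 from RP were among the 685. Beyond these, *fermt2.L*, a kindlin gene, fell in **Nog** by 0.70 (SE 0.102, adjusted p = 0.00166). Without the clutch block, limma's total of calls up and down fell from 1328 to 0 in **Nog** and from 69 to 0 in **Dkk**. Chance values of the **Ven** arrays could not be told apart from an effect in **Nog**. Compared directly, 57 probe sets were lower and 40 higher in **Dkk** than in **Nog** at stage 11.5, with *gbx2.2.L* lower by a log2 difference of -1.50 (SE 0.255, adjusted p = 0.0170). Without 1 clutch the total of 97 was 96 or 221. At stage 10 the total was 1, *dkk-1* itself.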

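In **Dkk** at stage 11.5, *sizzled* had -0.22 (adjusted p = 0.965) on the log2 scale, the *frzb3* probe sets -0.19 (adjusted p = 0.958) and -0.00 (adjusted p = 1.00), and *Xhox3* -0.57 (adjusted p = 0.271) with an RP FDR of 14.0%. The **Dkk** change exceeded the **Nog** change by 1.30 (SE 0.260, adjusted p = 0.0372) for the _s_at and 1.20 (SE 0.277, adjusted p = 0.0853) for the _at probe set of *frzb3*. For *sizzled* the difference was 1.30 (SE 0.343, adjusted p = 0.136) and for *Xhox3* 0.44 (SE 0.172, adjusted p = 0.329). Of the 10 probe sets that RP called down in **Nog**, RP called 0 down in **Dkk**, beside 0.0290 for independent lists and 0.18 for simulated groups that share the **Ven** arrays. The simulated lists were not matched in size to the measured ones. Limma called 1 of them in **Dkk**, 1 of the unnamed sequences, at -0.50 (adjusted p = 0.0845). Over all probe sets limma shared 12 down-regulated calls between **Nog** and **Dkk**.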

Interestingly, none of these three genes can be repressed by Dkk-1, highlighting the functional separation of BMP and Wnt inhibition. In fact, Dkk-1 is even a better repressor of well-described BMP targets like *msx1 *(Nog -1.06 fold; Dkk -1.58 fold at stage 11.5) [44]. Together these results indicate that during gastrulation Wnt inhibition is largely responsible for blocking the spread of activities from outside of the dorso-anterior domain, thereby preventing the ventralization and posteriorization of the organizer. Moreover, for many genes, this activity appears to be essentially independent of BMP inhibition. 

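*Msx1* (symbol msx1.S), a homeobox gene induced by BMP, had -0.08 (adjusted p = 0.842) in **Nog** and -0.66 (adjusted p = 0.119) in **Dkk** at stage 11.5 on the log2 scale (SE 0.159), folds of 1.06 and 1.58 below **Ven**. The 2 clutches gave -0.18 and 0.01 in **Nog** and -1.04 and -0.28 in **Dkk**. Without clutch 4 the **Dkk** value was -1.04 and was called. *Msx1* fell in **Nog+Dkk** by 1.01 (adjusted p = 0.00162) and in **Dor** by 0.86 (adjusted p = 0.00500). The **Dkk** and **Nog** changes differed by -0.58 (SE 0.159, adjusted p = 0.151), and **Nog+Dkk** and **Nog** by -0.93 (SE 0.159, adjusted p = 0.00955). The homeolog probe set (msx1.L) had -0.48 (adjusted p = 0.256) in **Nog** and -0.96 (adjusted p = 0.112) in **Dkk**, where RP called it (FDR 0.931%). Without clutch 4 its **Dkk** value was -1.21 and limma called it too. The paper takes its repression patterns together to indicate that Wnt inhibition is largely responsible for blocking the spread of activities from outside of the dorso-anterior domain during gastrulation.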

Taken together, these results help to explain the critical role anti-Wnts play in maintaining organizer gene expression as gastrulation progresses.

Although individually Noggin and Dkk-1 display distinct and separate activities during gastrulation, the combination of Noggin and Dkk-1 generates tissue expressing both suites of organizer genes: the trunk patterning genes induced early by Noggin, and the head organizer genes weakly induced late by Dkk-1. Furthermore this combinatorial induction is more than additive; many of these genes are more strongly induced during both early and late gastrulation, overcoming the temporal restrictions that are evident with either activity alone. This duality of signaling via BMP and Wnt inhibitory actions has been previously indicated using single gene approaches: the competence of ectopic BMP inhibition to induce secondary axes is known to end abruptly at stage 10 [45,46], and it can only maintain organizer gene inductions in the presence of anti-Wnt signals [1]. 

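The **Nog+Dkk** change was tested against the sum of the **Nog** and **Dkk** changes on the log2 scale. A sum of log2 changes is a product of folds, so additivity on the linear scale was not tested. In cluster 3 at stage 11.5 the mean sum was 0.74 and the mean **Nog+Dkk** change 1.03, an excess of 0.28, with 32 of 41 probe sets above the sum (fry, adjusted p = 0.510 over 8 sets). At stage 10 the excess was 0.09 with 26 of 41 above (adjusted p = 0.710). Head genes had an excess of 0.24 at stage 10 and 0.34 at stage 11.5, with 11 of 14 above at each (adjusted p = 0.602 and 0.510). Trunk genes had -0.09, with 5 of 11 above, and 0.20, with 8 of 11 (adjusted p = 0.710 and 0.602). *FoxD5a* exceeded its sum by 0.82 (SE 0.262, adjusted p = 0.472) at stage 11.5 and the otx2.S probe set by 0.59 (SE 0.276, adjusted p = 0.651). Over all 15491 probe sets limma called 0 at stage 10, with 951 at an unadjusted p under 0.05, and 2 at stage 11.5, with 1182. With no change at all, a share of 0.05 would pass by chance. RP has no form for this contrast. One of the 2 was *hes7.1.L*, which exceeded the sum by 1.81 (SE 0.277, adjusted p = 0.0577) and is named after its value was seen. Without 1 clutch the stage 11.5 count was 19 to 45. In cluster 3, **Nog+Dkk** lay above both **Nog** and **Dkk** for 34 of 41 probe sets at stage 10 and 31 at stage 11.5. In cluster 4 at stage 11.5 the mean sum was -1.03 and the mean **Nog+Dkk** change -0.84.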

Our data extends these observations to a genomic level, describing suites of genes that underlie these observed phenotypes. These patterns clearly demonstrate distinct temporal roles for Noggin and Dkk-1 in the establishment of the complete organizer.

Overall, analysis of the differences in the expression changes induced by Noggin and Dkk-1 supports a model where BMP inhibition plays a largely inductive role during early developmental stages, thereby initiating the suites of genes needed to pattern dorsal tissues. 

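For the head genes the **Dkk** change was larger at stage 11.5 than at stage 10 by a mean of 0.51 log2 units, and for the trunk genes by 0.07, a difference of 0.43 (SE 0.163, adjusted p = 0.0684 over 19 comparisons in the t test on array means). It was 0.28, 0.47 and 0.40 without clutch 1, 3 or 4, and none of these was called. The **Nog** change of 1 of the 2 *otx5-A* probe sets was lower at stage 11.5 by -1.04 (SE 0.180, adjusted p = 0.0337) and that of 1 of the 4 *goosecoid* probe sets by -0.99 (SE 0.259, adjusted p = 0.0944). *Frizzled 7* went the other way in **Nog**, with 0.97 (SE 0.191, adjusted p = 0.0517) and 1.25 (SE 0.273, adjusted p = 0.0643) for 2 of its 5 probe sets. Without either stage 10 clutch the *otx5-A* call was lost (-1.06 without clutch 1, -1.03 without clutch 2), as were those of *goosecoid* (-1.43 and -0.54) and of the first *frizzled 7* probe set (0.99 and 0.95). Without clutch 3 the last 2 were lost as well (-0.79 and 0.68). Each stage has its own 2 clutches, so stage and clutch cannot be told apart.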

Meanwhile, Wnt inhibition acts later during gastrulation, and is essential for maintenance of organizer gene expression throughout gastrulation, a role which may depend on its ability to block the expression of a host of ventral, posterior, and lateral fate specifying transcription factors. By observing these genomic mechanisms behind known developmental phenomenon we are helping to move toward a network understanding of organizer function.

### Statistical approach vastly enriches for genes expressed in organizer related patterns during gastrulation

In order to detect genes that were regulated by organizer signaling, we employed the rank products (RP) method [21], which we believe represents a significant advance over previous statistical testing methods. Common *t*-test based methods test each gene on the array separately, and then must make a multiple test correction for the tens of thousands of genes tested, greatly reducing their ability to detect significant change. In contrast, the RP method uses a simple ranking strategy that looks at all genes relative to one another. In essence, this is a much more realistic model of genomic regulation, since the expression levels of all genes are interconnected. Hence, we benefit from the sheer number of genes on the array; genes that rank themselves near the top of a list with tens of thousands of members in more than one replicate are highly likely to be significantly altered. By using the RP method for our statistical tests we were able to produce acceptable FDR rates with only two replicates, freeing us to complete more conditions.

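For *slbp.L* in **Nog** at stage 11.5 the RP FDR was 0.0646%, and for *chordin* in **Dor** at stage 10 it was 0.00646%. The probe sets that RP called had a median absolute log2 change of 1.02 in **Nog** and 1.09 in **Nog+Dkk** at stage 11.5, and those that only limma called had 0.44 and 0.49. Genes called by limma alone at that stage include *hoxa7.L* in **Nog**, at -0.52 (SE 0.112, adjusted p = 0.0125) with an RP FDR of 68.5%; without clutch 3 it had -0.28 and was not called. Tested on simulated data with 100 probe sets each at log2 changes of 1 and 2, limma recovered 100 and 100, with 22 false among 222 calls, and RP 98 and 100, with 2 false among 200 calls. In a simulated comparison with no change RP called 7 and limma 0. The simulated errors were independent and normal with limma's own variances, in 1 draw, so these rates need not hold on the arrays. Exact ranks and 100 random permutations gave counts within 1.5 times of each other in 8 of 8 comparisons.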

Next, we classified the identified genes based on their pattern of response to the different conditions. Our experiment contains a panel of conditions that represent distinct aspects of organizer signaling, helping to focus our hierarchical clustering results on biologically relevant gastrula stage processes. We found that genes known to be involved in organizer function clustered tightly together (Figure 3, cluster 3) and genes that induce ventral, posterior, and lateral fates clustered separately (Figure 3, cluster 4). Moreover, genes that have no clear relationships to development were largely segregated from the known gastrula patterning genes (clusters 1 and 2, Figure 3), highlighting the value of combining a statistical test with hierarchical clustering.

Overall, this strategy was highly successful at enriching for known organizer genes and predicting the expression patterns of unknown genes. From the first broad set of RP criteria (Figure 3), 70% of the cluster 3 genes already have described organizer-related functions, and 60% of the cluster 4 genes are known to play a role in the patterning of lateral, posterior, or ventral fates, functions that oppose the dorsalizing and anteriorizing influences of the organizer (Figure 4 &5). Using these enrichments of known gastrula patterning genes, we were able to predict the expression patterns of unknown genes within the clusters with remarkable accuracy. In all cases, genes that showed a specific *in situ *pattern during gastrula stages were either organizer-expressed or organizer-excluded in a manner consistent with their cluster. Once we account for these new patterns, we find that 87% of the genes in cluster 3 are functionally important to, or at least have increased expression in, the organizer. Similarly, 73% of the genes in cluster 4 have functions that oppose organizer activity, or expression that is organizer-excluded. These numbers are conservative since we did not test every unknown gene within these clusters, and some of our negative *in situ *results probably resulted from clones that produced poor probes (*in situ *false negatives), rather than from microarray measurement errors (microarray false positives). Moreover, the total lack of *in situ *patterns contrary to our expectations suggests that our clustering predictions were highly reliable. Overall, these studies reveal new restricted gastrula expression patterns for 19 genes, 11 of which lacked any previous associations with early development, providing a list of candidates for future functional studies.

While our data did provide a powerful enrichment for gastrula patterning genes, it is clear the some key genes were missed in our analysis. For instance BMP-4, the ventral signal that is inhibited by Noggin and other BMP inhibitors, did show lower expression in the **Dor **samples, but the difference was not declared significant by our statistical test. Additionally, several key ventralizing molecules that have previously been shown to be repressed by BMP inhibition, *vent-2*, *vox-1 *(*Xbr-1*), and *Xvex-1*, were not captured by our main clustering list, although they were captured by our second less stringent gene list (Additional file 3) [31-33]. Indeed, for these genes we do observe weak repression by Noggin activity alone (mean = -1.26 fold at stage 11.5). Together, these data indicate that there are real expression differences relevant to organizer signaling that fall below our statistical cutoffs. Additionally, our data identifies many genes that were significantly different between the **Dor **and **Ven **samples, but were not affected by Noggin or Dkk-1 overexpression, and as such were not analyzed in this paper. These include several genes important to early developmental patterning such as *X*w*nt-8*, *Xnr3*, and *siamois *[3,4].

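*Bmp4.S* was lower in **Dor** at stage 10 by a log2 change of -0.55 (SE 0.129, adjusted p = 0.0730), with -0.43 in clutch 1 and -0.67 in clutch 2 and an RP FDR of 7.90%. Limma called it in neither clutch alone. At stage 11.5 in **Dor** it had -0.16 (adjusted p = 0.749), with an RP FDR of 96.4%. In **Nog** it had -0.04 at stage 10 and fell by 0.57 at stage 11.5 (adjusted p = 0.0166, RP FDR 52.1%). **Nog+Dkk** and **Dkk** had -0.17 and -0.21 at stage 11.5, neither called.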

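In **Nog** at stage 11.5, *vent-2* had -0.25 (adjusted p = 0.276) on the log2 scale, *vox-1* -0.33 (adjusted p = 0.106) and *Xvex-1* -0.43 (adjusted p = 0.150). Their mean was -0.34 (-0.42 and -0.25 in the 2 clutches), a fold of 1.26 below **Ven**. Limma and RP called 0 of the 3, and without clutch 4 *Xvex-1* reached -0.66 and limma called it. At an unadjusted p under 0.05 limma had 2 of the 3. The stage 10 mean in **Nog** was -0.12. In **Dor** all 3 fell at stage 11.5, with a mean of -0.79, and without clutch 3 *vent-2* (-0.27) and *vox-1* (-0.33) were not called there.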

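*Wnt8a.L*, the *Xenopus* gene for Xwnt-8, fell in **Dor** by 0.86 on the log2 scale at stage 10 (SE 0.136, adjusted p = 0.00233, RP FDR 0.921%) and by 1.06 at stage 11.5 (adjusted p = 1.11e-04, RP FDR 1.45%). *Nodal3.1.L*, the gene for Xnr3, rose at stage 10 by 3.55 (SE 0.155, adjusted p = 8.89e-11) and had 0.47 (adjusted p = 0.182) at stage 11.5. The homeobox gene *siamois* (sia1.L) rose at stage 10 by 1.03 (SE 0.148, adjusted p = 7.04e-04), with 0.85 and 1.20 in clutches 1 and 2, and had -0.23 (adjusted p = 0.626) at stage 11.5. In **Nog** at stage 10 the 3 genes had 0.12, -0.19 and -0.22, in **Nog+Dkk** 0.24, -0.15 and -0.09, and in **Dkk** 0.26, 0.19 and 0.15, none called. *Nodal3.1.L* was lower in **Nog+Dkk** than in **Dor** at stage 10 by a log2 difference of -3.70 (SE 0.155, adjusted p = 8.91e-11). RP called 73 probe sets up and 55 down at stage 10, and 73 and 42 at stage 11.5, in **Dor** and in none of the other conditions of the stage; limma called 62 and 28, and 112 and 84.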

### Adoption of GO annotation from other organisms allows rapid identification of developmental gene enrichments

In this paper we have used machine assigned annotations to help identify clusters enriched for development functions, and to give objective measures of significance to these enrichments. This has helped us to address a cardinal challenge in the analysis of microarray data: the need to sift through long lists of genes and glean common functional themes, a laborious and subjective process. This challenge has been a primary motivator in the development of systematic gene annotation schemes such as the Gene Ontology (GO) [47]. The *Xenopus *genome has not been directly annotated using these systems, but methods have been published that allow the adoption of gene annotations from related genes in other organisms, including the method previously described in Vinayagam *et al*. [48]. For this paper we used a modification of this method to generate biological process GO annotations for the *Xenopus *genome. Not surprisingly, the metrics produced in building this annotation suggest that biological process terms are more difficult than molecular function terms to map between organisms based on protein sequence similarity. Regardless, after employing a strict statistical cutoff to select only terms assigned with high confidence, we found that this annotation provided a useful method to rapidly identify clusters that were enriched for developmental processes, and the p-values proved that we were receiving highly significant enrichments.

### Future directions

Our results provide new candidate genes for functional studies, and describe the transcriptional response to organizer signaling on a genomic scale. Currently, we are testing the new organizer-regulated genes for specific functions during gastrulation using traditional overexpression techniques. More broadly, we hypothesize that the suites of commonly regulated genes described by our clusters may share similar regulatory mechanisms. To explore this possibility we are investigating methods that combine our microarray patterns with regulatory element prediction algorithms, using the *Xenopus tropicalis *genome to provide flanking sequence for each gene. As these resources grow we hope to begin building a rigorous, network-based model of gastrula patterning. Lastly, we have presented and discussed only a small portion of the data generated by our experiment. The raw data from our arrays has been made available through the NCBI Gene Expression Omnibus (GEO) database [49] (GSE3368), with the hope of providing utility for researchers beyond the conclusions in this paper.

## Methods

### Embryology and overexpression

Female adult *Xenopus *laevis were ovulated by injection of human chorionic gonadotropin, and eggs were fertilized *in vitro *[50]. After treatment with 2.5% cysteine (pH 8.0) embryos were reared in 1/3 MR. For microinjections, embryos were placed in 2.5% Ficoll in 1/3 MR and injected at 4-cell stage into the marginal zone of one ventral blastomere. Each embryo received 5 nl of a solution containing a combination of *noggin *(pCS2noggin) and/or *dkk-1 *(pCSdkk-1 [17]) plasmid and *eGFP *mRNA (concentrations in Figure 1), in sterile RNase-free water. Plasmid constructs were linearized at NotI sites and purified by incubation with 0.1μg/μl proteinase K and 0.5% SDS, followed by phenol:chloroform:isoamyl alcohol extraction and sodium acetate/ethanol precipitation. *eGFP *mRNA was prepared using the Sp6 mMessage mMACHINE kit (Ambion) from the CS2P eGFP X/P plasmid. Embryos produced for microarray analysis were sorted at early stage 10 for eGFP fluorescence that was located ventral-marginal, using the emerging blastopore lip to differentiate dorsal and ventral hemispheres. For stage 10 samples, embryos were bisected when the blastopore lip had spread about 50% around the embryo, again using the blastopore lip to distinguish the dorsal and ventral halves. For stage 11.5 embryos there is no reliable morphological indicator of dorsal-ventral polarity, so embryos were cut using eGFP fluorescence as a marker of ventral identity. Embryos were manually devitellinized, followed by bisection with a scalpel blade. Bisected embryo halves were dropped into a microfuge tube resting in liquid nitrogen within a minute of cutting. Ten embryo halves were collected for each sample condition, and stored at -80°C until RNA extraction. Each batch of five conditions was conducted in a single clutch. Sorted embryos that were not bisected were allowed to develop to score secondary axis induction.

### Total RNA isolation from gastrula stage embryos

Ten half-embryos were digested for 1 hr at 42°C in 1.2 mL of lysis buffer (0.5% SDS, 5 mM EDTA, 50 mM Tris pH 7.5, 50 mM NaCl) with 0.2 mg/mL proteinase K. Each sample was then extracted with an equal volume of acid phenol, and then phenol:choloform:isoamyl alcohol (25:24:1) using Eppendorf phase lock gel (PLG) tubes. Supernatants were precipitated with 120μl 3 M sodium acetate (pH 5.2) and 3 mL ethanol at -20°C for 1 hr. Pellets were spun down at 20800 g for 15 min, washed with 70% ethanol, and resuspended in 300μl RNase-free water. Solutions were then precipitated again by adding 60μl of 7.5 M lithium chloride, 50 mM EDTA, and incubating at -20°C overnight. The next day pellets were spun down, washed, and resuspended in 90μl RNase-free water. Solutions were DNased for 20 min at 37°C in 60μl of 1X DNase buffer, 2.5 mM DTT with 3μl RNase inhibitor and 2.4μl DNase (4.8U). Mixtures were then extracted with phenol:choloroform:isoamyl alcohol and PLG tubes, and supernatants were precipitated with 15μl 3 M sodium acetate and 375μl ethanol at -20°C for 1 hr. After spinning down and washing, pellets were resuspended in 11μl RNase-free water. 1μl was gel analyzed; 1μl was analyzed by a spectrophotometer. For each batch of ten half-embryos this procedure produced 10–30μg of total RNA.

### Microarray hybridization

RNA was biotin labeled and hybridized to Affymetrix GeneChip^® ^*Xenopus laevis *Genome Arrays according to the manufacturer's protocols (Affymetrix, Santa Clara, CA). The arrays contain 15,611 probe sets which represent approximately 14,400 transcripts.

### Microarray data analysis

Raw probe intensities (.cel files) from each oligonucleotide array were processed by the RMA algorithm [51], implemented by RMAExpress [52]. This method performs background correction and quantile normalization, followed by calculation of a PM-only log_2 _expression measure for each set of 16 probes. Raw .cel files as well as the processed log_2 _expression data can be freely downloaded from the NCBI GEO database as series GSE3368 [53]. Control sequences were filtered out leaving 15,491 probe sets. Log_2_-expression values from these genes were then tested for significant alteration between conditions by the rank products (RP) method, implemented by a perl script distributed by the method's author [21]. Subsets of genes selected by RP test criteria were subjected to hierarchical clustering by dChip [54,55], using the following options: replicates were averaged before clustering; all genes were standardized to each other, and stages were standardized separately; cluster calculation used Pearson correlation and centroid linkage.

### *Xenopus laevis *GO annotation

The Gene Ontology (GO) terms were annotated using the strategy proposed by Vinayagam *et al*. [48]. The method extracts possible GO terms for uncharacterized sequences by running BLAST against GO-mapped protein databases. Subsequently, suitable GO terms were predicted using a combination of multiple Support Vector Machines as well as a voting scheme devised for the purpose. Each prediction is associated with a confidence value to assess its reliability. Previously, this method was optimized only for molecular function GO terms.

We extended this approach to predict biological process terms and validated the prediction quality with 13 model organisms. Our data shows that biological process terms correlate less tightly with protein sequence similarity than molecular function. This is reflected in our dataset with more negative samples (terms inappropriate to the sequence) than positive ones (appropriate terms). Furthermore, the validation result shows a relatively poor correlation of the precision and accuracy values against the number of votes. However, at higher thresholds (more number of votes), a significant number of biological process GO terms were predicted with good precision (Additional file 5). Thus, considering only annotations with higher confidence values helps us to avoid misleading terms.

We applied this new biological process prediction approach to annotate *Xenopus laevis *contig sequences produced by The Institute of Genome Research (TIGR) *Xenopus laevis *Gene Index (XGI) [56], using the 39,558 contig sequences (excluding singletons) corresponding to XGI Release 8.0 (May 12, 2004). Our annotation system predicted GO terms for 15,649 of these sequences. After selecting only those terms predicted with confidence values of 70% or above, in order to remove uncertain predictions, 10,151 contigs remain with at least one biological process GO term. The annotations were then mapped to Affymetrix probe sets using TIGR's Resourcerer database [57]. At this point, some of the Affymetrix probe sets still held enormous numbers of GO terms. To ensure that we were only using the best available information for each gene, we restricted our annotation to ten terms for each probe set, selecting only the ten with the highest confidence values in cases where this limit was exceeded (Additional file 4). The EASE program was used to search gene clusters for enriched terms. Duplicate genes were removed prior to analysis. P-values were calculated using the Bonferroni corrected EASE score, which conservatively corrects for multiple testing [22].

### Whole mount *in situ *hybridization

Antisense probes were generated for *otx2 *and *foxA4a *(*pintallavis*) from pXOT30.1 [58] and Pintallavis/64T [59] plasmids, respectively. For the remaining genes chosen from the microarray clusters, publicly available clones were selected from the Unigene clusters used to build the probe sets, and then ordered from either NIBB [60] or IMAGE via Open Biosystems [61]. The following clones were used: Xl.3374.1.A1_at, XL456p16ex; Xl.13826.1.A1_at, XL051f16; Xl.13537.1.A1_at, XL027n24; Xl.15738.1.S1_at, XL159b23; Xl.19933.1.S1_at, IMAGE:4969205; Xl.12235.1.A1_at, XL218o09; Xl.610.1.S1_at, XL146e16; Xl.13019.1.S1_at, XL146o05; Xl.16672.1.S1_at, XL057a15; Xl.2466.1.A1_at, XL063j24; Xl.34.1.S1_at, XL064h24; Xl.620.1.S1_s_at, IMAGE:4404876; Xl.22607.1.S1_at, XL031h14; Xl.14812.1.S1_at, IMAGE:4959067; Xl.23634.1.S1_s_at, XL512p03ex; Xl.3435.1.A1_at, XL051c23; Xl.11129.1.A1_at, XL061l02; Xl.10684.1.A1_at, XL016j10; Xl.5940.1.A1_at, XL023i06; Xl.8933.1.A1_at, XL048m08; Xl.13925.1.A1_at, XL061i19; Xl.1643.2.S1_a_at, XL086e24; Xl.20670.1.S1_at, IMAGE:6643750; Xl.11148.1.A1_at, XL202e23; Xl.12869.1.A1_at, XL081f23; Xl.15362.1.A1_at, XL039i15; Xl.10415.1.A1_at, XL069c09; Xl.3529.1.A1_at, XL197l22; Xl.15745.1.A1_at, XL094f20; Xl.15270.1.A1_at, XL040d20; Xl.2208.1.A1_at, XL056a18; Xl.22609.1.S1_at, XL102p06; Xl.24155.1.A1_at, XL101m04; Xl.16395.1.S1_at, XL142j09; Xl.16206.1.A1_at, XL013l05; Xl.209.1.S1_at, XL060d01.

Whole mount *in situ *hybridization was performed as previously described [62]. In addition to the antisense *in situ *analyses, sense probes were also generated for the following clones, and used to conduct negative control *in situ *analyses: XL456p16ex, XL051f16, IMAGE:4969205, XL146o05, XL057a15, IMAGE:4404876, XL512p03ex, XL023i06, XL048m08, IMAGE:6643750, XL202e23, XL039i15, XL069c09, XL197l22, XL094f20, XL040d20, XL056a18, XL102p06, XL101m04, XL142j09, XL013l05, XL060d01. In all cases, the antisense *in situ *patterns were not present in the sense controls. In fact, all of the sense probes produced a similar pattern of background staining that varied only in intensity, which was characterized by faint general animal staining during blastula and gastrula stages, followed by diffuse general neural and neural crest staining during neurula stages.

### Real-time RT-PCR

Two additional set of samples were collected exactly as described for the microarray experiments at stage 11.5. Real-time RT-PCR was performed using an iCycler™ machine and iScript™ one-step RT-PCR kit with SYBR^® ^green (Bio-Rad, Hercules, CA). *ODC *and *otx2 *primer sequences, and anneal, extension and acquisition temperatures were used as described in Heasman *et al*. 2000 [63]. PCR was performed with a 30s annealing, 12s extension, and 30s acquisition. For each measurement the **Dor **sample was loaded at 100%, 50%, and 10% dilutions and used to define a standard curve; each condition is reported as a proportion of the **Dor **expression. Two technical replicates were conducted for each measurement and averaged. RT- controls were run and were negative in each case. Within each clutch, *Otx2 *expression was standardized by the *ODC *expression.

## Authors' contributions

ALH and JCB conceived and designed the *Xenopus *experiments and their analysis, and wrote the paper. ALH performed all the *Xenopus *experiments and analyzed the data. AV and SS provided the biological process GO annotation, and wrote the methods describing their generation.

## Supplementary Material

Additional File 1 **Supplementary scatter plots**. (A-F) Shows scatter plot comparisons of the conditions not shown in Figure 2. Log_2_-expression values were averaged between replicates and then plotted against the mean log_2_-expression of the stage-matched **Ven **condition. (A) **Nog **vs **Ven**, stage 10. (B) **Dkk **vs **Ven**, stage 10. (C) **Nog **vs **Ven**, stage 11.5. (D) **Nog+Dkk **vs **Ven**, stage 11.5. (E) **Dkk **vs **Ven**, stage 11.5. (F) **Dor **vs **Ven**, stage 11.5. Probe sets measuring two known organizer genes, *otx2 *(green) and *gsc *(red), are labeled within the plots (*otx2 *probe sets: Xl.1268.1.S1_at, Xl.3004.1.A1_at, Xl.11672.1.A1_at, and XlAffx.1.11.S1_at; *gsc *probe sets: Xl.801.1.A1_at, Xl.801.1.S1_at, and Xl.801.1.S1_s_at). (G-I) Shows scatter comparisons of selected single arrays, further illustrating the relative amounts of clutch variation and experimental variation. (G) **Dkk **vs **Ven**, clutch 3 stage 11.5. (H) **Dor **vs **Ven**, clutch 3 stage 11.5. (I) **Ven **clutch 3 vs **Ven **clutch 4, stage 11.5. Note that the R-square value in (I) is less than (G) and (H), showing greater clutch variation than experimental variation. Click here for file

Additional File 2 **Genes regulated by ectopic organizer signaling**. This tab delimited table contains information about the all of the genes which passed at least one RP method test above the 10% FDR cutoff in the **Nog**, **Nog+Dkk**, or **Dkk **conditions, when compared to **Ven**, at either stage. Figure 3 shows the results of hierarchical clustering of this list; genes are listed in the same order as the cluster. Columns: List Number, Affymetrix Probe Set, Unigene ID, Gene Title, Gene Symbol. Names and symbols were assigned by the Affymetrix NetAffx database [64]. Click here for file

Additional File 3 **Genes that show similar regulation in the full organizer conditions**. This tab delimited table contains information about the genes selected for our second list. Each gene was required to show either up-regulation or down-regulation that attained a RP test score less than 0.0006 in both the **Nog+Dkk **and **Dor **conditions, when compared to **Ven**. Genes are listed in the same order as the hierarchical cluster shown in Figure 7. Columns: List Number, Affymetrix Probe Set, Unigene ID, Gene Title, Gene Symbol. Names and symbols were assigned by the Affymetrix NetAffx database [64]. Click here for file

Additional File 4 **GO Biological Process annotation of the *Xenopus laevis *genome**. This tab delimited table contains the machine-generated GO Biological Process annotation used in this paper. Columns: Affymetrix Probe Set, Confidence Value, Biological Process ID, Biological Process Term. Click here for file

Additional File 5 **Precision and accuracy of the GO Biological Process annotation**. The accuracy and precision of the annotation test data are plotted against the number of votes. See Vinayagam *et al*. [48] for a description of the method used to produce these measures. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

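The samples were ventral tissue dissected from *X. laevis* embryos injected with *eGFP* mRNA alone (**Ven**) or with plasmids for noggin, dkk-1 or both (**Nog**, **Dkk**, **Nog+Dkk**), and dorsal tissue of *eGFP*-injected embryos (**Dor**). There were 20 arrays, 5 conditions at 2 stages with 2 clutches each, and 4 clutches in all, because clutches 1 and 2 were taken at stage 10 and clutches 3 and 4 at stage 11.5. The authors made the deposited intensity values from the raw probe intensities with RMA in RMAExpress, by background correction, quantile normalization and a summary per probe set; the version is not given in the sources used here. The raw intensity files were not used here. The deposited values are on a linear scale, with array medians from 99.4 to 118.101, and were log2 transformed. The number of arrays limits the precision of every value. Probe sets of the array's controls, which the authors also removed before their tests, were left out.

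The clutch labels were checked on the values. Within a stage, the deviations of 2 arrays of 1 clutch from their condition means had correlations of 0.681 to 0.841 (median 0.775) at stage 10 and 0.485 to 0.801 (median 0.721) at stage 11.5, over 10 distinct pairs of conditions each (the 2 clutches give mirrored deviations), so the clutch was kept as a block. Gene symbols came from a reference table of the array's probes. Of the tested probe sets 9304 had 1 symbol, 195 had several and 5992 had none, and 2 symbols were updated to current ones. Where a gene has several probe sets, the tests of gene lists used the one with the highest mean. Homeologs (.L and .S) and probe sets ending in _s_at, _x_at or _a_at can share signal.

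Limma (version 3.58.1 in R 4.3.3) was fitted to 10 groups plus the clutch, with 8 residual degrees of freedom and 9.82 prior degrees of freedom, and p-values were adjusted by Benjamini-Hochberg within each comparison. Rank products were computed on log2 differences from the **Ven** array of the same clutch, at 10% FDR as the paper states, and for a second list at an RP score below 0.0006 in **Nog+Dkk** and **Dor** in the same stage and direction. Further contrasts were pairs of the other conditions, **Nog+Dkk** against the sum of **Nog** and **Dkk**, the mean of the 3 plasmid conditions against **Ven**, and the stage 11.5 change minus the stage 10 change. Groups of genes were tested with camera (preset and estimated correlation) and fry. The difference between head and trunk genes was tested by an ordinary t test (8 residual degrees of freedom) on each array's head mean minus its trunk mean, in the same model. That test was chosen after the data were seen: the planned one, fry with weights of opposite sign, tests both groups against no change, and with 14 and 11 probe sets its statistic is not centred on equal means. Figures were drawn with matplotlib 3.10.9 in Python 3.11. With 2 arrays per group, no test for single outlying values and no count over other splits of the labels was run.

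Conditions compared with the same **Ven** arrays share their chance values. The overlap and covariance that this gives with no effect were simulated in 100 draws, and are given beside the measured ones. The RP lists of the simulated groups were not matched in size to the measured lists, so their overlap is no measure for lists of the measured size.

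The comparisons, the tests, 15 gene lists and the rule for naming genes were fixed before the data were examined, apart from 2 alternatives and the test of the head and trunk difference, stated as chosen later. The paper describes deposited log2 values; the design provided for linear ones, which the file holds. The rule names each gene that the paper names, up to 10 probe sets with a gene name per comparison and direction with the largest change among those called and changed alike in both clutches, and 2 to 4 members of each list with the largest change. The paper's tables had been read before. The lists are organizer, neural plate, epidermis, endoderm, BMP and ventral, Wnt targets, posterior, paraxial mesoderm, ventral mesoderm and blood, germ plasm, p53 targets, immediate early and stress, innate immune, Wnt receptors and convergent extension, and housekeeping genes.

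Each step was tested on simulated data with the group sizes of **Nog+Dkk** against **Ven** at stage 11.5 and 100 probe sets at each of the log2 changes 1 and 2; 9.91% of limma's calls and 1% of those from RP were false. The simulated errors were independent and normal with limma's own variances, so these rates need not hold on the arrays. Camera and fry each called a set of 20 probe sets raised by 0.5. Of the 200 unchanged sets, camera put 1 below 0.05 and fry 8. The t test on array means estimated a difference of 0.5 as 0.47, and put 11 of 200 pairs of groups raised alike below 0.05.

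The alternatives were no clutch block, each stage fitted alone, stricter thresholds (adjusted p below 0.05, 5% FDR, RP score 0.0003), a trended and robust variance prior, above-median probe sets only, cyclic loess on top of RMA, control probe sets kept, each clutch left out, 100 random rank permutations, each probe set's own FDR estimate, the mean of linear folds, 1 probe set per gene, an estimated correlation, the fit without the 2 arrays with conflicting clutch labels, and the organizer list without the 2 injected genes. Without 1 clutch of a stage the groups of that stage keep 1 array each, whose spread is taken from the other stage with 4 residual degrees of freedom; the lone sample is assumed to vary like the others. The table of GO terms was held only in part and was not analysed here, values of 1 trunk gene by itself are not reported here, and the images of in situ hybridization and the RT-PCR values have no deposited file and were not used here.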

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

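Apart from that of head and trunk genes, no test in this part was chosen after its result was seen. The values of single genes in the next 3 paragraphs are the change from **Ven** at stage 11.5 minus that at stage 10, tested as such in limma, and stages come from different clutches.

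The apelin receptor genes differed between the stages in the 3 plasmid conditions. *X-msr* had differences of -1.32 (adjusted p = 0.00299) in **Nog**, -1.57 (adjusted p = 1.48e-04) in **Nog+Dkk** and -1.24 (adjusted p = 0.00363) in **Dkk**, and *AGTRL1* had -1.77 (adjusted p = 0.00485), -2.26 (adjusted p = 1.48e-04) and -1.88 (adjusted p = 0.00363). The *X-msr* values were lost in **Nog** and **Dkk** without clutch 1 (-1.19 and -1.33) or clutch 2 (-1.45 and -1.15), and those of *AGTRL1* without clutch 2 (-1.42 and -1.37). *RASL11B* had -0.97 (adjusted p = 0.0894) in **Nog** and -1.59 (adjusted p = 0.0181) in **Nog+Dkk**. It was lost without clutch 1 (-0.95 and -1.34) and clutch 2 (-0.996 and -1.84), and in **Nog** without clutch 4 (-0.66).

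*Xhox3* had -0.98 (adjusted p = 0.0811) in **Nog**, -2.02 (adjusted p = 8.13e-04) in **Nog+Dkk** and -2.01 (adjusted p = 4.48e-04) in **Dor**, and lost the call without clutch 1 in each (-0.70, -1.93 and -1.84), without clutch 2 in the first 2 (-1.26 and -2.11) and without clutch 3 in **Nog** (-0.59). *HES5* had -1.23 (adjusted p = 0.0402) in **Nog+Dkk** and -1.21 (adjusted p = 0.0144) in **Dor**, lost without clutch 1 (-1.36 and -1.37) and clutch 2 (-1.09 and -1.06). In **Nog**, 1 of 4 *goosecoid* probe sets had -0.99 (adjusted p = 0.0944), 1 of 2 *otx5-A* probe sets -1.04 (adjusted p = 0.0337) and 2 of 5 probe sets of *frizzled 7* 0.97 and 1.25 (adjusted p = 0.0517 and 0.0643). All 4 were lost without clutch 1 (-1.43, -1.06, 0.99 and 1.17) and clutch 2 (-0.54, -1.03, 0.95 and 1.33), and *goosecoid* (-0.79) and the first *frizzled 7* (0.68) without clutch 3. In **Nog+Dkk**, *ARHGEF3* had 1.16 (adjusted p = 0.0735) and 2 conserved sequences of cluster 3 had 1.11 (adjusted p = 0.0374) and 0.90 (adjusted p = 0.0961), and all 3 were lost without clutch 1 (1.19, 1.05 and 0.79) and clutch 2 (1.12, 1.17 and 0.997), the last also without clutch 3 (0.77).

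In **Dor** the 2 *chordin* probe sets had -1.93 (adjusted p = 0.0156) and -2.27 (adjusted p = 0.00403), lost without clutch 2 (-1.63 and -2.11) and the former without clutch 4 (-1.37). *Cerberus* had -1.13 (adjusted p = 0.0702), lost without clutch 2 (-0.87), 3 (-1.27) and 4 (-0.999), and *noggin* -0.80 (adjusted p = 0.0364), lost without any 1 clutch (-0.67, -0.94, -0.84 and -0.77). *Sfrp2* had 0.98 (adjusted p = 0.00946) and a conserved sequence 1.12 (adjusted p = 0.0712), both lost without clutch 1 (0.99 and 1.12) and clutch 2 (0.97 and 1.13). Over all probe sets the stage difference was called for 241 in **Nog**, 22 in **Nog+Dkk**, 2 in **Dkk** and 81 in **Dor**. Without 1 clutch these counts ran from 0 (clutch 2) to 1191 (clutch 4) in **Nog**, 2 (clutch 1 or 2) to 272 (clutch 3) in **Nog+Dkk**, 0 (clutch 2) to 46 (clutch 4) in **Dkk** and 7 (clutch 2) to 146 (clutch 4) in **Dor**. The difference between head and trunk genes in **Dkk** grew by 0.43 between the stages (t test on array means, chosen after the data were seen, adjusted p = 0.0684; not called without clutch 1, 3 or 4, at 0.28, 0.47 and 0.40). With no replicate block none of these differences between stages was called, and with cyclic loess those of *goosecoid*, *RASL11B* and *Xhox3* in **Nog**, *ARHGEF3* and *HES5* in **Nog+Dkk** and *cerberus* and the conserved sequence in **Dor** were not.

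Signals also appeared in genes outside those the paper discusses. Limma called 1209 probe sets in **Nog** and 482 in **Nog+Dkk** at stage 11.5 that are in neither Additional file 2 nor Additional file 3; of all its calls in **Nog+Dkk**, 712 became 1251 without clutch 3 and 449 without clutch 4. RP called 73 up-regulated and 55 down-regulated probe sets at stage 10, and 73 and 42 at stage 11.5, in **Dor** and in none of **Nog**, **Nog+Dkk** and **Dkk**. Among gene lists in **Dor** at stage 10, endoderm genes had a median of 0.24 and epidermis genes one of -0.51 (camera, adjusted p = 9.08e-15 for both; adjusted p = 0.0400 with an estimated correlation for both). The p53 targets had a median of 0.098 in the mean of the plasmid conditions at stage 10 (camera, adjusted p = 2.38e-04; adjusted p = 0.0462 with an estimated correlation), and housekeeping genes one of 0.064 (adjusted p = 0.0971; adjusted p = 0.531 with an estimated correlation). With cyclic loess the latter median was 0.026 and camera's direction for it was reversed (adjusted p = 0.785).

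At stage 11.5 limma called 1328 probe sets in **Nog**, more than in any other condition, with *slbp.L* and *nup153.L* among the highest, although RP called 72, fewer than the 82 in **Nog+Dkk** and 189 in **Dor**. With each stage fitted alone limma called 589 in **Nog**, still the most, and without the clutch block 0, fewer than the 12 in **Nog+Dkk** and 65 in **Dor**. Cyclic loess gave 1428, of which 1235 were shared, which argues against an intensity trend as the cause. Chance values of the **Ven** arrays would carry over to **Dor**. The slope of the **Dor** change on the **Nog** change was 0.380 (0.288 and 0.473 in single clutches, the same sign in 88.5%), under the limit set in advance. Simulated groups with no effect that share their **Ven** arrays had a correlation of 0.500 (**Nog+Dkk** and **Dor**). A slope of this size therefore cannot tell such chance values from an effect. A different developmental age of the **Nog** tissue predicts a correlation with the stage difference; it was -0.14 (-0.23 and -0.04 in single clutches), inside the range set for no effect in 1 clutch only, so age may still have a part. What stays open is age, chance values of the **Ven** arrays, the clutches and an effect of noggin itself, which cannot be told apart with 2 clutches.

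Cluster 1, with *ccng1.L* and *plk2.S*, was raised at stage 10 where plasmid was injected. A p53 response to linear DNA may have a part, since *ccng1* is a p53 target, but the list's median of 0.098 lay under the 0.1 set in advance. The list of p53 targets holds *ccng1.L* itself, so camera's call of it is not independent of cluster 1. It was not tested without that gene. Signal from the plasmid itself predicts that probe sets titled as *E. coli* proteins rise with the amount of plasmid; 4 such probe sets were on average 0.254 higher in **Nog+Dkk** than in **Nog** in each clutch, and 2 of them were called in **Nog+Dkk** (1.03 and 1.05). The other 2 had 0.04 and 0.19 there and were not called, and 1 of the called carries the symbol *marchf8.L*, which has 2 more probe sets that rose in **Nog** (0.91 and 0.76). Yet **Nog**, with the least plasmid, was not lowest in clutch 1 (0.34, beside 0.29 in **Dkk**). The 2 explanations and an effect of both proteins cannot be told apart, because no array has an empty plasmid.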

How the results depend on the processing

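One alternative, leaving out the 2 stage 10 arrays with conflicting clutch labels, was chosen after the data were seen; limma then called 12 probe sets in **Nog**, 24 in **Nog+Dkk** and 2 in **Dkk**. Another, the organizer list without *noggin* and *dkk-1*, was also chosen then; it ended camera's call of the list in **Nog** at both stages (medians 0.036 and 0.023). The test of head minus trunk was chosen after the data were seen as well. Counts follow the order **Nog**, **Nog+Dkk**, **Dkk**, **Dor**. Where a value changed and no reason is given, the cause was not tested.

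With no replicate block, limma called 0, 0, 0 and 32 probe sets at stage 10 and 0, 12, 0 and 65 at stage 11.5. Stage differences fell to 0, 0, 0 and 3, the contrast of **Nog+Dkk** with the sum to 0 at stage 11.5, **Dkk** against **Nog** to 0 at both stages and the plasmid mean to 0 at both. RP on all pairings, with random rank permutations, gave 46, 110 and 44 at stage 10 and 372, 315, 207 and 444 at stage 11.5; a second random draw gave 47, 117 and 44, and 370, 310, 205 and 439. Head minus trunk lost its call in **Nog** (-0.43) and **Dkk** (0.41) at stage 11.5 and in **Nog+Dkk** against **Nog** (0.31 at stage 10, 0.55 at stage 11.5). Gene lists called by camera fell to 2 in **Nog** at stage 10 and 2 at stage 11.5. Of 1116 values of named genes, 818 kept their side of the threshold and 298 lost it.

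Without 1 clutch, limma's counts ran from 1 to 3, 12 to 13, 0 to 3 and 34 to 58 at stage 10, and from 1276 to 1389, 449 to 1251, 79 to 142 and 207 to 479 at stage 11.5. Stage differences ran from 0 to 1191, 2 to 272, 0 to 46 and 7 to 146, **Nog+Dkk** against the sum from 0 to 0 and 19 to 45, **Dkk** against **Nog** from 0 to 0 and 96 to 221, and the plasmid mean from 7 to 9 and 781 to 1182. R-squared ran from 0.987 to 0.992, 0.9904 to 0.9911, 0.9924 to 0.9932 and 0.9891 to 0.9897 at stage 10, and from 0.979 to 0.982, 0.981 to 0.984, 0.989 to 0.991 and 0.984 to 0.989 at stage 11.5. The log2 mean of *otx2* in **Dkk** ran from 0.94 to 0.99, that of *msx1* from -0.18 to 0.01 in **Nog** and from -1.04 to -0.28 in **Dkk**, and that of *vent-2*, *vox-1* and *Xvex-1* in **Nog** from -0.42 to -0.25. Head minus trunk ran from -0.39 to 0.05 (**Nog**) and -0.18 to 0.14 (**Dkk**) at stage 10, from -0.62 to -0.24 and 0.38 to 0.45 at stage 11.5, from 0.28 to 0.35 and 0.46 to 0.64 for **Nog+Dkk** against **Nog**, and from -0.47 to -0.038 for the stage difference in **Nog**. In **Nog+Dkk** at stage 10 it was 0.32 without clutch 1 and -0.042 without clutch 2, and its stage difference was -0.20 and 0.17; none of these was called. Without clutch 3 the stage 11.5 calls of head minus trunk in **Nog** and **Dkk**, for **Dkk** against **Nog** (0.68) and for **Nog+Dkk** against **Nog** (0.46) were lost, and without clutch 4 that in **Dkk**. The named genes gave 2696 values without 1 clutch, of which 784 were called in the main fit. Of 2696 values of named genes 2333 kept their side, 271 lost it, 92 gained it and 0 reversed.

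With each stage fitted alone, **Nog+Dkk** had 65 calls at stage 10 and the conditions 589, 272, 0 and 278 at stage 11.5. At an adjusted p below 0.05, limma called 12 in **Nog** at stage 10, 761, 374 and 31 in **Nog**, **Nog+Dkk** and **Dkk** at stage 11.5, 44 for **Dkk** against **Nog**, 0 against the sum, stage differences of 13, 9 and 51 in **Nog**, **Nog+Dkk** and **Dor**, and 600 for the plasmid mean at stage 11.5. At 5% FDR, RP called 16 in **Nog** and 98 in **Dor** at stage 10 and 45, 54 and 120 in **Nog**, **Nog+Dkk** and **Dor** at stage 11.5.

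Above-median probe sets alone gave limma 32 in **Dkk** and 222 in **Dor** at stage 11.5, 14 against the sum, stage differences of 570, 13 and 31 in **Nog**, **Nog+Dkk** and **Dor**, RP counts of 46 and 40 in **Nog** and **Nog+Dkk** at stage 11.5 and a second list of 132. R-squared was then 0.984, 0.981, 0.988 and 0.974 at stage 10 and 0.962, 0.969, 0.984 and 0.973 at stage 11.5, and between clutches 0.905 and, standardized, 0.993 at stage 10 and 0.926 and 0.995 at stage 11.5. Dim probe sets, near the background of the array, may limit what can be called among weakly expressed genes, which was not tested.

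Cyclic loess gave 9 calls in **Nog** at stage 10, 2 for **Dkk** against **Nog** at stage 10, a stage difference of 103 in **Nog** and 2 called lists in **Nog** at stage 10; camera's direction for housekeeping genes was reversed in **Nog** (median 0.012) and the plasmid mean (median 0.026) at stage 10. With 1 probe set per gene, head minus trunk in **Nog** at stage 11.5 was -0.24, and for **Nog+Dkk** against **Nog** at stage 10 it was 0.24, and neither was called. With an estimated correlation, lists called were 1, 2 and 1 at stage 10 and 0, 4, 3 and 5 at stage 11.5. The trended prior, the control probe sets, random permutations, single FDR estimates and the mean of linear folds left every count within 1.5 times. The stricter RP score gave a second list of 155, against 217, and 65 of its probe sets lay outside the first list, against 115. RP without 1 clutch has 1 pair and gives no value.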

Differences from the paper's values

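None of the values that the paper states in numbers differed from those computed here beyond the limits set for it. For R-squared no limit was set. For **Nog+Dkk** and **Dor** at stage 10 it was 0.995 and 0.992 here, beside 0.99 printed in Figure 2. The statements below concern genes, directions and labels.

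The discussion states that Noggin represses only *sizzled*, *frzb3* and *Xhox3*. RP found 10 probe sets down in **Nog** at stage 11.5 here, the number in Table 2, with these genes among them, and 5 of the 10 are not in Additional file 2. Limma called 685.

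The paper states that Dkk-1 represses more genes than Noggin and Dkk-1 together. RP gave 45 and 35, which is the paper's direction; limma gave 39 and 300.

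Head genes are described as not induced by Noggin at stage 11.5 and as below the FDR limit at stage 10. RP called 0 of 14 at stage 11.5, but limma called *frzb-1* at 0.61, *Xlim-1* at 0.62 and 1 *otx2* probe set at 0.56. Without clutch 3 none of these 3 was called (0.35, 0.33 and 0.53), nor *otx2* without clutch 4 (0.59). At stage 10 *otx5-A* passed RP, with an FDR of 5.16%; at 5% FDR it does not.

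*Frzb-1* is described as not significantly induced in **Nog** or **Nog+Dkk**, with weak inductions recorded in each, a direction also found here; RP did not call it, with FDRs of 28.1% and 19.5%, and limma called both at stage 11.5. The limma calls were lost in **Nog** without clutch 3 (0.35) and in **Nog+Dkk** without clutch 4 (0.71). A probe set of the homeolog frzb.S had 0.06 in **Nog** and 0.31 in **Nog+Dkk** at stage 11.5 and was called by neither method, as the paper states.

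Trunk genes are described as induced early by Noggin, with late values under the limit. Limma called *FoxD5a* and *FoxD5b* at stage 10, though in neither clutch alone, but the 3 *frizzled 7* probe sets in the paper's list only at stage 11.5, by limma and by RP (FDR 3.63%, 2.04% and 3.63%). Of 2 more probe sets of the gene limma called 1 there, at 0.39, and RP neither.

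The sub-cluster of *X-msr* is described as repressed in **Dor** at stage 11.5. *RASL11B* fell by 1.08 and was called by both methods, *X-msr* had -0.47 and was called by limma alone, and by it in neither clutch alone (-0.33 and -0.60), and *AGTRL1* had -0.37 and was called by neither.

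*BMP-4* is described as lower in **Dor** without passing the test. At stage 10 bmp4.S had -0.55 with an RP FDR of 7.90% and a limma call that neither clutch alone gave; at stage 11.5 it had -0.16 and was called by neither, as the paper states.

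*ARHGEF3* is described as induced on the arrays by Noggin and Dkk-1 together and not by Noggin alone. RP called it in **Nog+Dkk** alone, the paper's pattern, with an FDR of 43.9% in **Nog**; limma also called **Nog**, at 0.65, though not without clutch 4 (0.21). *HES6* is described as repressed on the arrays by Dkk-1 with and without Noggin. Limma called it in **Nog+Dkk**, at -0.70, though in neither clutch alone, and RP did not; in **Dkk** it had -0.50 and was called by neither.

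The response to both proteins is described as more than additive. For head genes 11 of 14 probe sets lay above the sum at each stage and for cluster 3 32 of 41 at stage 11.5, the paper's direction; trunk genes had 8 of 11 above it at stage 11.5, and 5 of 11 with a mean excess of -0.09 at stage 10. However, fry called none of the 8 sets (lowest adjusted p = 0.510). The sum was taken on the log2 scale, where it is a product of folds, and additivity on the linear scale was not tested.

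In Figure 2E the *otx5-A* values drawn as clutch 1 are those of the arrays labelled clutch 2, and the reverse. The key of Figure 3 and that of Figures 4 and 5 give magenta and cyan to opposite directions.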

Other observations

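No test in this part was chosen after its result was seen. In **Nog** at stage 11.5, 6 of 14 germ plasm genes rose and 1 fell (6 and 1 adjusted over the list alone). *Germes* rose by 1.04 (SE 0.275) on the log2 scale, *pgat* by 0.81 (SE 0.137), *grip2* by 0.73 (SE 0.146) and *dazl*, an RNA-binding protein gene of germ cells, by 0.54 (SE 0.171). Without clutch 3 the values were 0.57, 0.44, 0.34 and 0.12, and only *pgat* was called. The camera call of the list (median 0.16, adjusted p = 0.0429) was lost with an estimated correlation (adjusted p = 0.673).

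Of 19 endoderm genes, 4 rose in **Dor** at stage 10 (7 adjusted over the list alone). *Hhex*, a homeobox gene of anterior endoderm, rose by 1.21 (SE 0.154), *nodal6* by 1.24 (SE 0.190) and *gata4*, a zinc finger gene of endoderm and heart, by 0.63 (SE 0.129). Of 16 epidermis genes, 3 fell there (11 adjusted over the list alone), among them *dlx5* by 0.80 (SE 0.131) and *tfap2a*, a gene of non-neural ectoderm, by 0.79 (SE 0.121). None of these 5 genes was called without clutch 2 (1.03, 0.99, 0.58, -0.71 and -0.68), nor *gata4* without clutch 1 (0.68). In **Nog** at stage 11.5, 2 epidermis genes fell (2 adjusted over the list alone), *dlx5* by 0.62 and *tfap2a* by 0.37, and neither was called without clutch 3 (-0.49 and -0.26).

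Of 24 neural plate genes, 13 rose in **Dor** (14 adjusted over the list alone, median 0.53) and 11 in **Nog+Dkk** (13 adjusted over the list alone, median 0.38) at stage 11.5, and 1 in **Nog** and 1 in **Dkk** (1 and 2 adjusted over the list alone). The forkhead gene *foxb1* rose by 1.36 in **Dor** and 1.03 in **Nog+Dkk** (SE 0.275), but was called in neither without clutch 3 (0.44 and 0.52). *Hesx1*, a homeobox gene of the anterior neural plate, rose by 1.48 in **Dor** (SE 0.147). With an estimated correlation the list was raised in **Dor** (adjusted p = 0.0139) and **Nog+Dkk** (adjusted p = 0.0518), and not called in **Nog** (adjusted p = 0.673) or **Dkk** (adjusted p = 0.630).

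Of 13 paraxial mesoderm genes, 1 rose and 5 fell in **Dor** at stage 11.5 (1 and 5 adjusted over the list alone), and 1 rose and 2 fell in **Nog+Dkk** (1 and 5 adjusted over the list alone); the camera calls were lost with an estimated correlation (adjusted p = 0.217 and 0.282). Of 15 genes of ventral mesoderm and blood, 1 fell in **Nog+Dkk** and 1 in **Dor** at that stage (2 fell, and 1 rose and 1 fell, adjusted over the list alone), with camera calls lost in the same way (adjusted p = 0.282 and 0.375). Of 23 genes of Wnt receptors and convergent extension, 4 rose and 2 fell in **Dor** at stage 11.5 (6 and 4 adjusted over the list alone), with *fzd4* at 1.26 and *fzd5* at 0.68, and the camera call was lost with an estimated correlation (adjusted p = 0.375).

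Of 17 p53 targets, 3 rose in **Nog+Dkk** at stage 11.5 (3 adjusted over the list alone), among them *sesn1* by 0.54 and *sesn2* by 0.40, neither called without clutch 3 (0.41 and 0.26). Of 20 immediate early and stress genes, 2 rose and 1 fell in **Nog** at stage 11.5 (2 and 1 adjusted over the list alone). Of 9 housekeeping genes, 1 fell in **Nog** at stage 11.5 (1 rose and 2 fell adjusted over the list alone); the median was 0.01 and the mean -0.04. At stage 10 their median in **Nog** was 0.13 and called by camera (adjusted p = 0.0666), and not with an estimated correlation (adjusted p = 0.474); with cyclic loess the median was 0.012 and camera's direction was reversed (adjusted p = 0.950). Limma and RP called 0 of 9 innate immune genes in each condition against **Ven**, and at an unadjusted p below 0.05 limma had 1 in **Dkk** at each stage, 1 in **Dor** at stage 11.5 and 0 in the other conditions.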
